# Translational reprogramming of colorectal cancer cells induced by 5-fluorouracil through a miRNA-dependent mechanism

**DOI:** 10.18632/oncotarget.17597

**Published:** 2017-05-03

**Authors:** Zeina Bash-Imam, Gabriel Thérizols, Anne Vincent, Florian Lafôrets, Micaela Polay Espinoza, Nathalie Pion, Françoise Macari, Julie Pannequin, Alexandre David, Jean-Christophe Saurin, Hichem C. Mertani, Julien Textoris, Didier Auboeuf, Frédéric Catez, Nicole Dalla Venezia, Martin Dutertre, Virginie Marcel, Jean-Jacques Diaz

**Keywords:** 5-fluorouracil, translation, translatome profiling, miRNA, colorectal cancer

## Abstract

5-Fluorouracil (5-FU) is a widely used chemotherapeutic drug in colorectal cancer. Previous studies showed that 5-FU modulates RNA metabolism and mRNA expression. In addition, it has been reported that 5-FU incorporates into the RNAs constituting the translational machinery and that 5-FU affects the amount of some mRNAs associated with ribosomes. However, the impact of 5-FU on translational regulation remains unclear. Using translatome profiling, we report that a clinically relevant dose of 5-FU induces a translational reprogramming in colorectal cancer cell lines. Comparison of mRNA distribution between polysomal and non-polysomal fractions in response to 5-FU treatment using microarray quantification identified 313 genes whose translation was selectively regulated. These regulations were mostly stimulatory (91%). Among these genes, we showed that 5-FU increases the mRNA translation of *HIVEP2*, which encodes a transcription factor whose translation in normal condition is known to be inhibited by mir-155. In response to 5-FU, the expression of mir-155 decreases thus stimulating the translation of *HIVEP2* mRNA. Interestingly, the 5-FU-induced increase in specific mRNA translation was associated with reduction of global protein synthesis. Altogether, these findings indicate that 5-FU promotes a translational reprogramming leading to the increased translation of a subset of mRNAs that involves at least for some of them, miRNA-dependent mechanisms. This study supports a still poorly evaluated role of translational control in drug response.

## INTRODUCTION

Translational control regulating one of the last steps of gene expression, plays a key role in tumor development [1, 2]. By finely regulating the synthesis of a specific subset of proteins, translational control contributes to tumor initiation, invasion and metastasis. In contrast, the role of translational control in anti-cancer drug response is just starting to emerge and large-scale analysis of the translatome has been carried out for only a few anti-cancer drugs [3–6].

Among the drugs commonly used in chemotherapy, 5-Fluorouracil (5-FU) is an anti-metabolite widely given in first-line of treatment in many types of solid cancers. For a long time, the 5-FU-induced cytotoxic effects were thought to result exclusively from its impact on DNA metabolism, in particular from 5-FU-induced inhibition of DNA synthesis and induction of DNA damage [7]. However, several evidences indicate that the cytotoxic effect of 5-FU also results from its capacity to alter RNA metabolism and mRNA expression [7]. 5-FU can be incorporated into all species of RNAs after its conversion into fluorouridine triphosphate (FUTP) and media complementation with uridine, which allowed recovery of normal RNA metabolism, compensate most of the 5-FU-induced cytotoxic effects [8–11]. Furthermore, exposure to 5-FU promotes a profound transcriptional reprogramming leading to modification of mRNA and miRNAs expression profiles that contributes in modifying cell fate [12–14].

Although 5-FU directly alters RNA metabolism and mRNA expression, the impact of 5-FU on translation has yet been poorly characterized. Several evidences indicate that 5-FU could alter translation. It has been shown that 5-FU affects processing and functions of two components of the translational machinery, ribosomal RNA (rRNA) and transfer RNA (tRNA) [15–18]. Moreover, genome-wide screening in yeast revealed that rRNA and tRNA processing factors mediate a part of 5-FU cytotoxicity [19–22]. Finally, two large-scale studies showed that 5-FU could regulate the translational output of a set of mRNAs [23, 24]. For some of these mRNAs, their global expression levels were not strongly affected by 5-FU, while their abundance in the polysomal fractions (i.e. ribosome-bound mRNAs) was modulated. Although these data raised the possibility that their translational efficiency might be regulated by 5-FU, it was not clearly addressed in these studies. Therefore, the regulation of translational efficiency by 5-FU has not been determined on a large-scale, and the molecular mechanisms mediating such regulations were not determined.

In the present study, to investigate whether treatment with a clinically relevant dose of 5-FU affects the translational efficiency of specific mRNAs, we performed a genome-wide analysis of the translatome by comparing the distribution of mRNAs within polysomes (actively translated RNAs) and non-polysomes (free non-translated and poorly translated mRNAs) in a panel of colorectal cancer cells treated by 5-FU. This approach showed that 5-FU induces a translational reprogramming, characterized by an increased translational efficiency of specific genes that was mediated, at least in part, through 5-FU-modulation of miRNA expression.

## RESULTS

### Cells remain viable and metabolically active in response to 10 μM of 5-FU

We first optimized 5-FU treatment condition to harvest HCT-116 colorectal cancer cells that retain cell viability and metabolic activity. Cell response to increasing concentrations of 5-FU was monitored in real-time for 72 hrs using electrical impedance-derived technology (Figure 1A) [25]. Compared to non-treated cells, two different kinetics of 5-FU response were observed depending on the dose. At 100 μM and 500 μM, 5-FU induced a decrease of impedance signal from 24 hrs post-treatment. At these doses, a significant reduction of total cell number and an increase in the percentage of dead cells were also observed (Figures 1B-1C). In response to 10 μM of 5-FU, the decrease of impedance signal was delayed by 24 hrs (Figure 1A). In this condition, the total cell number remained stable between 24 and 48 hrs post-treatment and no significant change in the percentage of dead cell was observed (Figures 1B-1C), while the 5-FU treatment was effective as soon as after 4 hrs of exposure as shown by the increased expression of the stress sensor p53 (Supplementary Figure 1A). These data showed that, compared to 100 μM and 500 μM, cytotoxicity in response to 10 μM of 5-FU was delayed, as cells were still viable at 24 and 48 hrs post-treatment.

**Figure 1:**
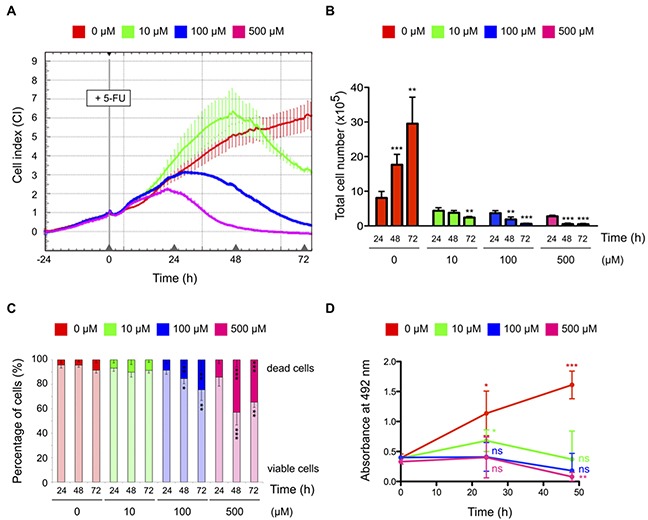
Effects of 5-FU treatment on HCT-116 cell biology **(A)** Real-time monitoring of HCT-116 cells in response to 5-FU treatment. Cells were treated 24 hrs post-seeding with increasing concentrations of 5-FU. The cell index (CI) relating change in cell number and attachment was monitored every 15 min for 72 hrs using the xCELLigence System and normalized to the starting time of 5-FU treatment. Delay in cytotoxicity is induced by 10 μM of 5-FU compared to 100 μM or 500 μM. This graph represents mean values of a quadruplicate, from one representative experiment. Experiments were repeated three times. Error bars indicate the standard deviation (SD). **(B-C)** Viability of HCT-116 cells in response to 5-FU treatment. Total cell numbers (B) and percentage of dead and viable cells (C) in response to 5-FU were quantified using trypan blue staining method at different time points. Compared to non-treated cells, exposition to 100 μM and 500 μM of 5-FU promotes drastic decrease in total cell numbers and increase in cell death, while exposition to 10 μM of 5-FU showed no impact on cell death. **(D)** Metabolic activity of HCT-116 cells in response to 5-FU treatment. Cells were treated with increasing concentrations of 5-FU and metabolic activity was analyzed using MTS assays at different time points. Compared to non-treated cells, metabolic activity was lost in cells treated with 100 μM or 500 μM of 5-FU, while a basal metabolic activity remains in cells treated with 10 μM of 5-FU. Graphs present means and SD of at least three independent experiments. *: *P* < 0.05; **: *P* < 0.01; ***: *P* < 0.001.

To determine whether HCT-116 cells treated with different doses of 5-FU retained a metabolic activity at 24 hrs and 48 hrs, we performed MTS assays (Figure 1D). Cells treated with 100 μM and 500 μM of 5-FU showed a strong decrease of their metabolic activity. In contrast, a slight but significant increase in metabolic activity 24 hrs post-treatment was observed in 10 μM 5-FU treated cells, followed by a decrease back to their initial level by 48 hrs of treatment. Altogether, these data indicated that cells exposed to 10 μM of 5-FU remained viable and retained metabolic activity even at 48 hrs post-treatment.

### 5-FU reduces global protein synthesis

Before analyzing specific changes in translation that occur in response to 5-FU in viable cells retaining metabolic activity, we determined whether HCT-116 cells treated with 10 μM of 5-FU maintained their capacity to synthesize proteins. Using ^35^S pulse-labeling experiments, we compared levels of global protein synthesis between non-treated cells (NT) and cells exposed to 10 μM of 5-FU for 24 hrs (Figure 2A). Cycloheximide (CHX) treatment was used as a positive control of complete inhibition of global protein synthesis. ^35^S quantification revealed a decrease of about 20% of the global level of protein synthesis in treated cells compared to non-treated cells (Figures 2A-2B).

**Figure 2:**
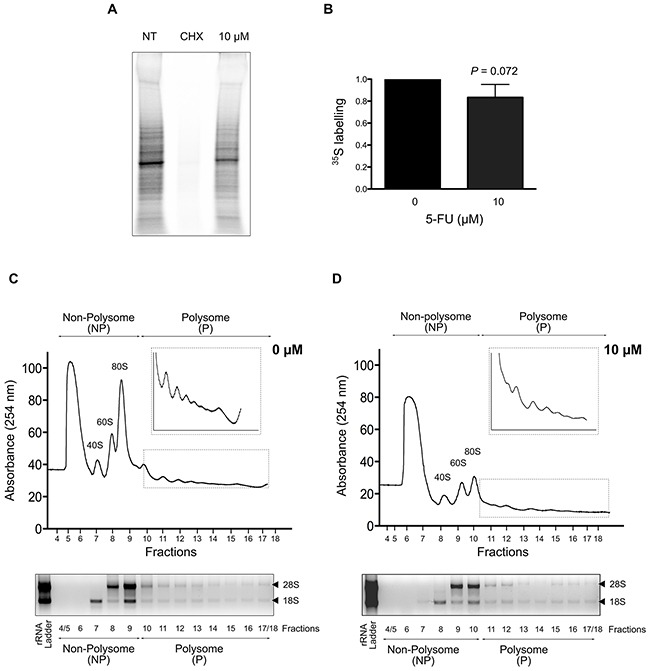
Impact of 5-FU treatment on protein synthesis in HCT-116 cells **(A-B)** Global protein synthesis in response to 5-FU. Protein synthesis was quantified by ^35^S labeling pulse-chase assays in non-treated and 5-FU treated cells. A representative gel is shown in (A) and mean quantification of three independent experiments is shown in (B). Compared to non-treated cells, a reproducible decrease in protein synthesis was observed in response to 10 μM of 5-FU for 24 hrs. Cycloheximide (CHX) was used as a positive control. **(C-D)** Polysome profiles in response to 5-FU. 40S and 60S ribosomal subunits, 80S monosomes and polysomes were separated by ultracentrifugation on sucrose gradients. One representative polysome profile of non-treated (C) and 10 μM 5-FU treated cells (D) is shown, as well as gel analysis of 18S and 28S rRNA used to verified RNA quality. On top of each profile, the fractions collected for microarray analyses (non-polysome NP and polysome P) are indicated. After RNA extraction, RNA quality was checked using bioanalyzer, the RNA Integrity Number (RIN) ranging from 6.6 to 9.3.

We then compared polysome profiles through sucrose gradients from non-treated cells and cells treated with 10 μM of 5-FU (Figures 2C-2D). Typical polysome profiles were obtained for non-treated and treated HCT-116 cells using both real-time absorbance detection and RNA visualization on agarose gel. The total quantity of 40S, 60S subunits, 80S monosomes and polysomes for a given amount of cytosolic extract was decreased in 5-FU treated cells. In particular, the 60S subunits and the monosomes 80S were drastically decreased. Using ^32^P pulse labeling, we confirmed that levels of ribosome decreased in 5-FU-treated cells compared to non-treated ones, and that 60S and 80S are more prone to reduction than 40S (data not shown). This decrease in ribosomes quantity is concordant with the reduction of ribosome production previously described in response to 5-FU [15, 18, 21]. Reduction in ribosome production in response to 5-FU was probably partly responsible for the decrease of global protein synthesis (Figures 2A-2B). These data showed that HCT-116 cells exposed to 10 μM of 5-FU for 24 hrs retained the capability to synthesize proteins although the global protein synthesis rate was reduced.

### 5-FU promotes association of a subset of mRNAs with polysomes

Because global protein synthesis was slightly decreased but still highly effective in response to 10 μM of 5-FU for 24 hrs in HCT-116 cells, we investigated whether this treatment induced a modulation of the translational efficiency of some specific mRNAs using translatome profiling, a widely used method [26]. We used a three-steps process that allows determining the variation of distribution of each cytosolic mRNA in non-polysomal fractions (NP, including free non-translated and poorly translated RNAs) and polysomal fractions (P, including actively translated RNAs) (Figures 2C-2D and Supplementary Figure 2A). First, for every gene, the detection of mRNA in non-polysomal (NP) and polysomal (P) fractions was assessed in non-treated and 5-FU treated cells using DNA microarray. Second, in each condition, the relative distribution of a given mRNA between NP and P fractions was estimated by calculating the ratio of the probe signal obtained for the P fraction to the NP fraction. Third, comparison of mRNA distribution between non-treated and treated cells was performed by calculating the translational index (TI), which represents the variation of the distribution of a particular mRNA between NP and P in response to 5-FU treatment. Thus, for each mRNA, the TI reflects the fold-change of its translation efficiency in response to 5-FU.

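HCT-116 is an established human colorectal cancer cell line, and 5-FU is a pyrimidine analog that inhibits thymidylate synthase and is also built into RNA. Cells received 0 or 10 μM 5-FU for 24 hrs, and the RNA of pooled NP fractions and of pooled P fractions was hybridized to Affymetrix exon-arrays. The data are 8 arrays in 4 groups of 2: non-treated NP, non-treated P, 5-FU NP and 5-FU P. They come from 2 independent experiments, which the sample labels number replicates 2 and 3. The methods describe a background correction with antigenomic probes, quantile normalization, and removal of cross-hybridizing and dim probes. The authors deposited 1 intensity per gene-level probe set and array, on a linear scale, and the submitters' processing notes name Affymetrix Power Tools, RMA and the hg18 build without versions. The methods give each gene the median of its constitutive exonic probes, and the notes name RMA. How the probes were summarised into these values is therefore not settled by the sources used here. The median intensity of the arrays was 153.8 and 118.7 in the non-treated NP fractions (replicates 2 and 3), 146.2 and 147.3 in the non-treated P fractions, 155.6 and 137.6 in the 5-FU NP fractions, and 171.3 and 148.6 in the 5-FU P fractions. Of the probe sets, 14432 carry 1 gene symbol, 2408 carry several and 5171 carry none in the platform annotation, and only the first kind was tested. The 7337 probe sets with the lowest mean, under an intensity of 73.0, were left out, and the brightest probe set of each gene was kept. A linear model (limma) was fitted to the log2 intensities of the 8 arrays, with the experiment as a block. The TI was the P over NP ratio of 5-FU cells divided by that of non-treated cells, and as in the paper a ratio under 1 is given as minus its inverse. Choices that could change the numbers are the block, the filter on dim probe sets, and keeping the array medians as deposited. The thresholds, the gene lists and the alternatives were written down before the data were examined. Lists of functions that the paper names hold some genes it chose on these samples, so their shifts are not independent evidence. The 2 arrays per group limit the precision of every value. A fit without 1 array leaves 1 array in that group, which then adds nothing to the spread. Whether a gene or list passes in such a fit shows neither reproducibility nor a fault of the array left out.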

Two independent experiments were performed using this approach to determine change in TI in 10 μM 5-FU treated cells compared to non-treated cells. 

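The P over NP ratios of single genes were alike in both experiments, and their change with 5-FU was less so. UHRF1, which binds hemimethylated DNA, had a log2 P over NP ratio in non-treated cells of 2.20 (adjusted p = 0.0122 from limma), and POPDC3, a membrane protein of the Popeye domain family, had one of -2.92 (adjusted p = 0.0123). Across the 10531 genes tested, the log2 P over NP ratio of replicate 2 correlated with that of replicate 3 at a Pearson's r of 0.666 in non-treated cells and 0.851 in 5-FU cells. The log2 TI of the 2 experiments correlated at 0.0744 (Spearman 0.0843). Between the 2 arrays of a group, over all probe sets, the Spearman correlation of the intensities was 0.962 for non-treated NP, 0.987 for non-treated P, 0.973 for 5-FU NP and 0.976 for 5-FU P. These correlations are across genes, which are not independent replicates, so no p is given.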

The probe intensities issued from the two biological replicates were significantly correlated supporting the robustness of this translatome profiling (Supplementary Figures 2B-2E). Globally, 12,131 genes were commonly detected in both non-treated and treated conditions (Supplementary Figure 2F). These common genes were used to analyze changes in translation efficiency in response to 5-FU by calculating the translational index (TI). 

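In non-treated cells, 1456 of the genes tested were higher in P and 405 were higher in NP, at an adjusted p under 0.05 from limma and a fold of at least 1.5. In 5-FU cells the numbers were 1379 and 244. SMARCA4, the ATPase of a chromatin remodelling complex, had a log2 P over NP ratio of 1.90 in non-treated cells (adjusted p = 0.0122), and VCP, an ATPase that extracts ubiquitylated proteins, had one of 1.96 (adjusted p = 0.014). RNF130, a RING finger protein, had one of -2.09 and ARPC1A, a subunit of the actin-nucleating Arp2/3 complex, one of -1.91 (adjusted p = 0.0122 for both). Of 27 proteasome subunits 17 were higher in P (21 adjusted over the list alone), with a median log2 ratio of 0.92 and an adjusted p of 2.21e-07 from limma's camera (adjusted p = 0.521 with an estimated correlation). Of 18 cytosolic aminoacyl-tRNA synthetases 13 were higher in P (14 adjusted over the list alone; median 1.06, adjusted p = 1.08e-05, and adjusted p = 0.521 with an estimated correlation). Of 27 cytosolic ribosomal protein genes 2 were higher in NP and none in P (1 adjusted over the list alone), and their median was -0.17 (adjusted p = 5.01e-04, and adjusted p = 0.521 with an estimated correlation). Camera with an estimated correlation passed no list in any comparison tested, so not passing it says little about a single list. The paper's detection call needs probe intensities and was not repeated. The share of genes higher in P, 78.2% in non-treated and 85.0% in 5-FU cells, was 56.5% and 51.1% after the arrays were quantile normalized again, 61.7% and 67.9% after centring each array on its median, and 49.8% and 40.2% after centring on the median of the brighter genes. In non-treated cells, leaving out P replicate 2 left 0 genes past the thresholds of limma (3088 at an unadjusted p under 0.05), leaving out P replicate 3 left 982 and NP replicate 3 left 989, leaving out either 5-FU P array left 1230 and either 5-FU NP array 508, and without the block the number was 598. In 5-FU cells, 0 genes passed without any 1 of the 5-FU arrays or without the block (1902 to 2721 at an unadjusted p under 0.05), and 2567 without either non-treated NP array.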

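RPS24, a protein of the small ribosomal subunit, had a TI of 2.60 (log2 1.38, standard error 0.41) with intensities of 1208 ± 106 in non-treated NP, 581 ± 61.4 in non-treated P, 981 ± 578 in 5-FU NP and 1142 ± 368 in 5-FU P (SD, n = 2). ABRACL, a small regulator of the actin cytoskeleton, had a TI of 2.29 (log2 1.19, standard error 0.34), and SNRNP27, a spliceosomal protein, one of 2.28 (log2 1.19, standard error 0.35). KNTC1, a kinetochore protein, had a TI of -2.26 (log2 -1.18, standard error 0.38), and C11orf87 one of -2.23 (log2 -1.16, standard error 0.29). These genes are among the 137 of 10531 that passed a TI of 1.5 in size and an unadjusted p under 0.05 in limma. All 137 had the same sign in both experiments. The selection favours this, since a difference between the experiments enlarges the spread behind p, so it is not evidence of reproducibility. At a Benjamini-Hochberg adjusted p under 0.05, limma called 0 genes, against 144 at an unadjusted p under 0.05 alone. The methods' t-test on the 2 TI values of each gene called 44 genes at the thresholds of the paper, and 0 after Benjamini-Hochberg. Of the 798 published p-values, 147 are printed as 0 and 486 are smaller than the smallest one that this test gave for any gene, so this is not shown to be the test behind the published list. In simulated arrays with independent noise, 471 of 10291 unchanged genes (4.58%) passed the TI and p thresholds. The 5-FU NP and P arrays of a replicate share deviations, which cancel in the TI, and the non-treated ones hardly do. In 20 simulations whose TI noise was set to that between the replicates, pooled over genes and added after the data were seen, 237 to 289 of 10531 unchanged genes passed, more than in the measured arrays. That noise includes the shift of all genes between the experiments (median log2 TI 0.1754 and -0.131). In the measured arrays this shift enlarges the spread without scattering the TI, so the numbers are not strictly comparable. The measured arrays gave 207 genes after centring on the median and 219 after centring on the brighter genes. With the culture as the unit the measured arrays gave 201 genes and those simulations 334 to 395. The number was 78 without 5-FU NP replicate 2, 32 without 5-FU NP replicate 3, 47 without 5-FU P replicate 3, 403 without non-treated NP replicate 2, 992 without non-treated NP replicate 3, 755 without non-treated P replicate 3, and 73 without the block.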

By applying cut-off values of 1.5 and *P*-value < 0.05 to the TI of the 12,131 common genes [27], we identified 313 genes (2.6%) whose TI was significantly changed in response to 10 μM of 5-FU for 24 hrs in HCT-116 cells (Figure 3A and Supplementary Table 1). These data indicated that 5-FU treatment altered translation efficiency of some mRNAs. Among them, 29 were translationally down-regulated (9%) while 284 were up-regulated (91%). 

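Of the genes past both thresholds, 57 had a positive and 80 a negative TI, so 41.6% were positive. These genes are not shown to be more than unchanged genes would give, so this share does not measure a direction of regulation. ABRACL rose in P by 1.33 on the log2 scale (adjusted p = 0.0312 from limma). ARPC1A, with a TI of 1.99, rose in P by 1.32 (adjusted p = 0.0376), and IFNAR1, a subunit of the type I interferon receptor and dim in non-treated P, also rose there (adjusted p = 0.0179). TIA1, an RNA-binding protein of stress granules, had a negative TI and fell by 1.79 in P (adjusted p = 0.0355). The 57 genes with a positive TI had a median log2 change of 0.90 in P and 0.08 in NP, and 47 of them changed more in P. Before treatment they were poorer in polysomes, with a median log2 P over NP ratio of -0.45. For the 80 genes with a negative TI the medians were -0.50 in P and 0.30 in NP, and 48 changed more in P. Their median P over NP ratio in non-treated cells was 0.53. The non-treated arrays enter both this ratio and the TI, so the 2 are not independent. The share of positive TI was 40.8% after quantile normalization, 55.6% after centring each array on its median and 27.9% after centring on the median of the brighter genes, and it was 86.5% without non-treated NP replicate 3, 91.8% without non-treated P replicate 3, 18.8% without non-treated P replicate 2 and 9.43% without non-treated NP replicate 2.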

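ZNF618, a C2H2 zinc finger protein, had the highest TI of the genes past both thresholds, 3.83 (log2 1.94, standard error 0.28). Its intensity was 102 ± 48.1 in NP and 103 ± 36.7 in P of non-treated cells, and 43.6 ± 23.3 and 164 ± 51.0 in 5-FU cells (SD, n = 2). The intensity in 5-FU NP is in the range of the dim probe sets left out of the test, so neither the size of this TI nor its rank is exact. With the brighter probe sets alone the highest TI past both thresholds was 2.82. H2AC17, a replication-dependent histone H2A gene whose near-identical copies may share its probes, followed with a TI of 2.82 (log2 1.50, standard error 0.33). ZNF750, a regulator of epithelial differentiation, had a TI of 2.40 (log2 1.26, standard error 0.33), and RPS19, a protein of the small ribosomal subunit, one of 2.46 (log2 1.30, standard error 0.37). The lowest TI, -3.77 (log2 -1.91, standard error 0.43), was that of KIAA1549L, whose intensity in 5-FU P, 42.7 ± 21.0, is equally dim. The olfactory receptor gene OR4D5 had a TI of -3.04, the receptor gene PRLHR one of -2.69 and the hair keratin-associated gene KRTAP10-7 one of -2.63. Whether these genes are expressed in HCT-116 cells was not tested, since the paper's detection call was not repeated. With no filter on dim genes 101 genes passed with a positive and 177 with a negative TI, and with the brighter probe sets alone 44 and 43. ZNF618, H2AC17, ZNF750, RPS19 and KIAA1549L passed both thresholds without any 1 of the 8 arrays, and OR4D5 did not without 5-FU NP replicate 2, either 5-FU P array or non-treated P replicate 2.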

The range of TI varied from -1.5 to -2.5 and from 1.5 to 2.9 (Figure 3B and Supplementary Table 2). In particular, 25 genes displayed a TI above 2, indicating that 5-FU treatment induces a 2-fold increase in polysome association of some mRNAs (Table 1). 

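Of the 25 genes that Table 1 lists as up-regulated, 16 had a probe set of their own past the filter, and all 16 had a positive TI. NOA1, a mitochondrial GTPase, had a TI of 2.01 (log2 1.01, standard error 0.38), with intensities of 852 ± 214 in NP and 623 ± 157 in P of non-treated cells and 694 ± 20.9 and 1026 ± 174 in 5-FU cells (SD, n = 2). TRIM4, an E3 ubiquitin ligase, had a TI of 2.03 (log2 1.02, standard error 0.34). These genes and H2AC17 passed both thresholds. The other 13 did not pass the p threshold. Among them were SERTAD2, a transcriptional co-regulator, with a TI of 2.34 (standard error 0.55 on the log2 scale), the kinase gene MAP3K13 with 2.14 (standard error 0.50) and ZNF385B with 2.05 (standard error 0.52). The lowest TI of the 16 was that of TIGAR, a p53 target that lowers glycolytic flux, at 1.12 (standard error 0.42). TIGAR, dim in non-treated NP, rose with 5-FU in P (adjusted p = 0.009) and in NP (adjusted p = 0.014 from limma). The list was chosen on these samples and is not independent evidence of its direction. The TI of TIGAR was negative after quantile normalization (-1.14), without non-treated NP replicate 2 (-1.28) and without non-treated P replicate 2 (-1.09), and that of FRK without non-treated NP replicate 2 (-1.10). The number past both thresholds was 12 without non-treated NP replicate 3, 9 without non-treated P replicate 3, and 1 without non-treated NP replicate 2, non-treated P replicate 2, 5-FU NP replicate 3 or 5-FU P replicate 3. Those fits leave 1 array in a group, so these numbers are not comparable with that of all arrays. With all arrays, 12 passed after centring each array on its median. After centring on the median of the brighter genes 9 passed, and after quantile normalization 8.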

Using lower or higher cut-off values (TI: 1.3 or 2.0), we observed that up-regulation of translation efficiency was always much more frequent than down-regulation (Supplementary Table 1). Thus, gene-specific modulation of translational efficiency in response to 10 μM of 5-FU for 24 hrs in HCT-116 cells corresponded mainly to stimulation (for genes list see Table 1 and Supplementary Table 2).

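At a TI of 2.0 in size, 16 genes had a positive and 14 a negative TI, 53.3% of them positive. The positive ones include RPL4, a protein of the large ribosomal subunit (TI 2.40, standard error 0.50 on the log2 scale), IFNAR1 (TI 2.36, standard error 0.51) and the receptor gene GPR52 (TI 2.33, standard error 0.36). The negative ones include LRBA (TI -2.59, standard error 0.50), TRAPPC9, a subunit of a membrane trafficking complex (TI -2.39, standard error 0.41), the histone H3 gene H3C8 (TI -2.36, standard error 0.37) and TIA1 (TI -2.31, standard error 0.49). The TI of TIA1 differed between the experiments, -1.11 in replicate 2 and -4.82 in replicate 3. At a TI of 1.3, 60 genes had a positive and 84 a negative TI. Every number is at an unadjusted p under 0.05 in limma. At the higher cut-off the number of genes was 107 without non-treated NP replicate 2, 358 without non-treated NP replicate 3, 72 without non-treated P replicate 2, 332 without non-treated P replicate 3, 58 without 5-FU NP replicate 2 and 103 without 5-FU P replicate 2. The share with a positive TI at this cut-off turned with the array left out: it was 91.1% without non-treated NP replicate 3, 94.6% without non-treated P replicate 3 and 9.35% without non-treated NP replicate 2. It was 56.5% after quantile normalization, 64.3% after centring each array on its median and 37.3% after centring on the median of the brighter genes. At a TI of 1.3 this share, 41.7% with all arrays, was 91.8% without non-treated P replicate 3 and 9.43% without non-treated NP replicate 2. The number of genes at that cut-off was 78, 32 and 47 without 5-FU NP replicate 2, 5-FU NP replicate 3 and 5-FU P replicate 3, and 403, 992 and 755 without non-treated NP replicate 2, non-treated NP replicate 3 and non-treated P replicate 3.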

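Of the genes that the paper lists as translationally up-regulated at a TI of at least 1.3, 416 had a probe set of their own past the filter, and 408 of them (98.1%) had a positive TI. CPEB4, which binds cytoplasmic polyadenylation elements, had a TI of 1.80 (standard error 0.46 on the log2 scale), and RIPK2, a kinase of innate immune signalling, one of 1.84 (standard error 0.49). CPEB4 rose with 5-FU by 1.52 in P (adjusted p = 0.0419 from limma). Of the 97 listed as down-regulated, 95 had a negative TI, among them the replicative helicase subunit MCM3 at -1.65 (standard error 0.48). The sign was that of the list in both experiments for 462 of the 513 genes. The median TI of the genes listed as up-regulated was 1.39 and that of the genes listed as down-regulated was -1.46. The Spearman correlation of the log2 TI with the published values was 0.726 across these genes, to which the split in sign contributes. It was 0.5185 within the genes listed as up-regulated and 0.4934 within those listed as down-regulated. Of the 513 genes, 167 had a TI of at least 1.5 in size in the listed direction, 48 of them also passed the p threshold (25 positive, 23 negative), and none passed both thresholds with the opposite sign. These genes were chosen on these samples, so their signs are not independent evidence. The share with the listed sign was 84.6% without non-treated NP replicate 2. The paper sets the number of genes with a raised TI beside the number with a reduced TI at each cut-off, finds more of the former each time, and concludes from this that the modulation of translational efficiency by 5-FU was mainly stimulation.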

**Figure 3:**
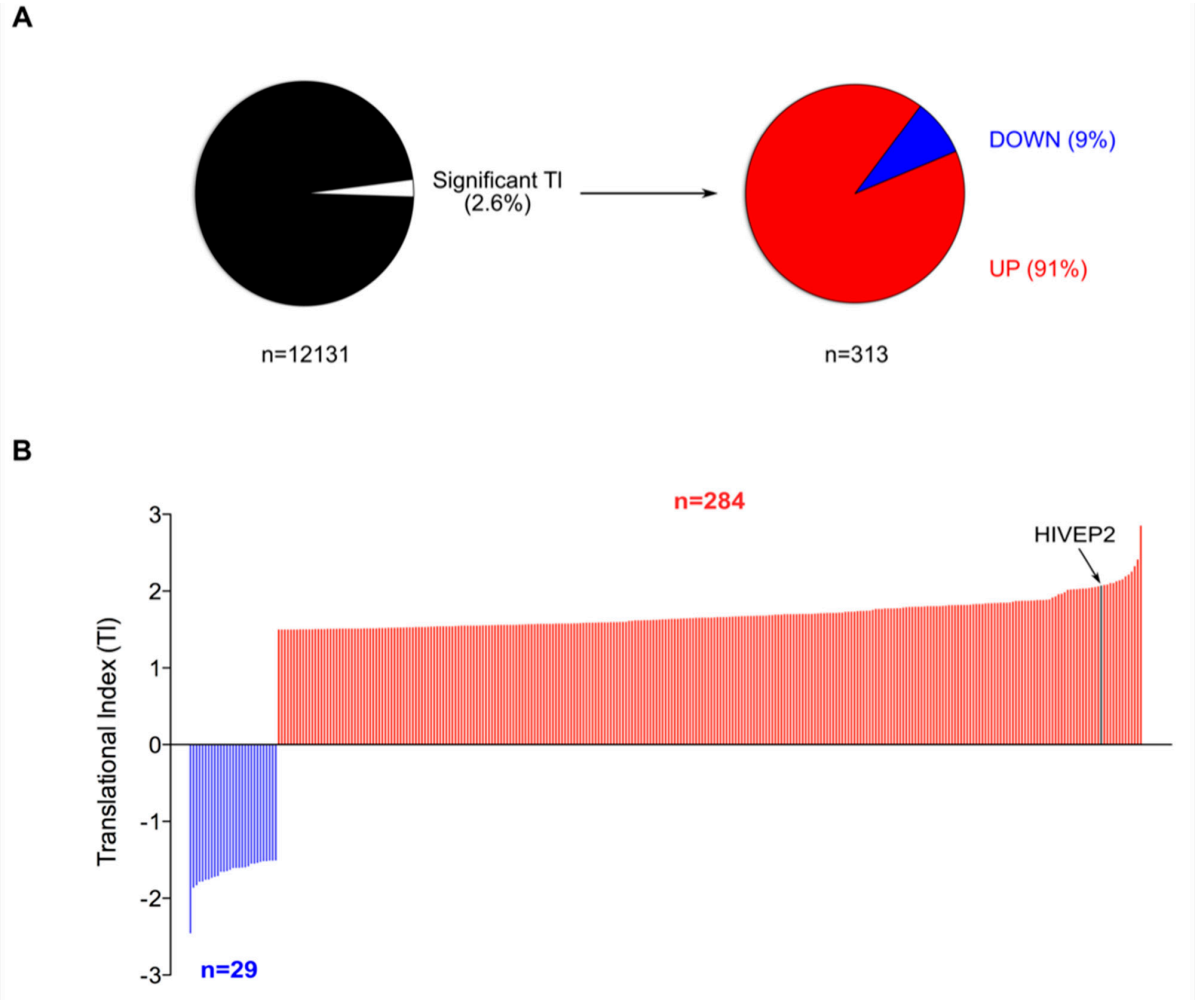
Effect of 5-FU on translatome of HCT-116 cells **(A)** Percentage of translationally deregulated mRNAs in response to 5-FU. Among the 12,131 genes commonly detected on the eight Affymetrix exon-arrays (NP-CTL, P-CTL, NP-5-FU, P-5-FU – each in duplicates), 2.6% (n=313) were significantly deregulated at translational levels (TI cut-off = 1.5, *P* < 0.05). Among these translationally deregulated genes, 9% were down-regulated and 91% up-regulated. These data were issued from two independent experiments. **(B)** Distribution of the Translational Index (TI). Among the 313 genes significantly deregulated at translational levels, TI varies from -2.5 to 2.9. TI of *HIVEP2* mRNA is indicated. For list of genes translationally deregulated see Table 1 and Supplementary Tables 1 and 2.

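HIVEP2, a C2H2 zinc finger transcription factor, was measured by probe set 2977265. Its intensity was 142 ± 59.1 in NP and 160 ± 42.6 in P of non-treated cells, and 127 ± 32.6 in NP and 317 ± 37.6 in P of 5-FU cells (SD, n = 2). This is a TI of 2.18 (log2 1.13, standard error 0.50), 2.74 in replicate 2 and 1.74 in replicate 3. The TI was past the cut-off of 1.5 and its unadjusted p in limma was not under 0.05. Both arrays of 5-FU P were brighter than all other arrays. HIVEP2 passed the p threshold after quantile normalization (log2 TI 1.00) and after centring each array on its median (1.12) or on the median of the brighter genes (1.04). Its log2 TI was 1.61 without non-treated NP replicate 3 and 1.60 without non-treated P replicate 3. Those fits leave 1 array in a group, so no test result is given for them.

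**Figure D1:**
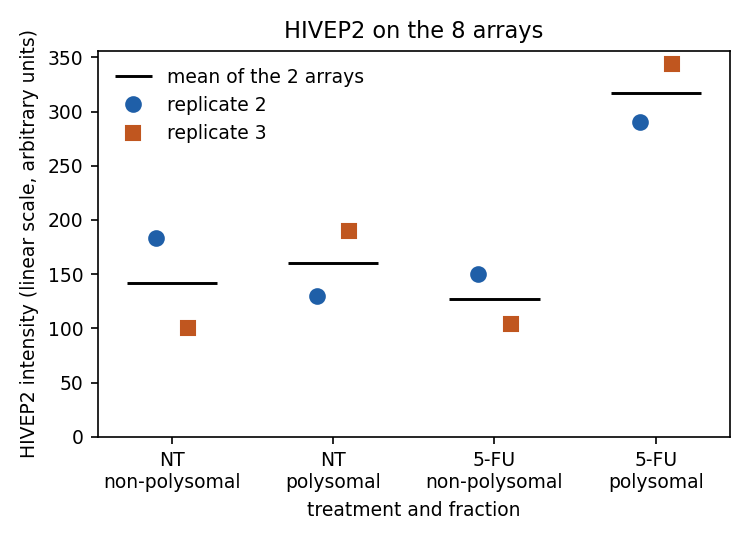
Intensity of the HIVEP2 probe set on each of the 8 arrays, on a linear axis from 0. Points are single arrays of replicates 2 and 3, lines are group means, and the 5-FU P arrays, at 291 and 344, lie above the other arrays, whose highest value is 190 in non-treated P.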

**Table 1:** List of the 25 most translationally dysregulated genes in response to 10 μM 5-FU in HCT-116 cells

Gene symbol	Translational Index	P-value
*Translationally up regulated mRNAs*		
SLC10A5	2.852	8.80E-07
SERTAD2	2.413	4.60E-09
FRK	2.325	0.00E+00
AC005035.1	2.254	0.00E+00
HIST1H2AM	2.216	4.19E-04
ANP32B	2.191	1.00E-10
C4orf14	2.153	0.00E+00
KLF7	2.142	4.16E-08
FAM123B	2.128	8.25E-08
MT-ND1	2.106	1.96E-03
C12orf5	2.105	0.00E+00
ZNF502	2.086	2.50E-04
RIPK2	2.078	0.00E+00
HIVEP2	2.073	0,00E+00
GPX2	2.064	9.81E-03
ZNF385B	2.052	0.00E+00
TRIM4	2.047	0.00E+00
MAP3K13	2.042	0.00E+00
C14orf126	2.035	6.00E-09
PLEKHM3	2.032	0.00E+00
MRPS18C	2.032	6.74E-04
CPEB4	2.024	0.00E+00
B3GALT1	2.024	8.81E-03
FAM200A	2.022	3.17E-06
GNPNAT1	2.018	0.00E+00
*Translationally down regulated mRNAs*		
CDKL4	−2.455	5.84E-05

Validation was performed by calculating the TI of 11 genes, which were selected on the basis of the significance and the absolute values of their TI measured using microarray. RT-qPCR were performed on HCT-116 NP and P fractions that were used for microarrays analyses (two independent replicates) and from two additional independent experiments. Compared to microarray data, similar up- and down-regulation of TI were observed in the panel of 11 genes analyzed by RT-qPCR (Figure 4A). 

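CHMP5, a subunit of the membrane-remodelling ESCRT-III machinery, had a TI of -1.73 on the arrays (log2 -0.79, standard error 0.25), with intensities of 292 ± 9.20 in NP and 834 ± 116 in P of non-treated cells and 637 ± 28.5 and 1050 ± 102 in 5-FU cells (SD, n = 2). CHMP5 rose in NP by 1.12 on the log2 scale (adjusted p = 0.0339 from limma). TBCD, a tubulin-folding cofactor, had a TI of -1.83 (log2 -0.88, standard error 0.33) and fell by 1.11 in P (adjusted p = 0.0414). ASF1B, a histone H3-H4 chaperone, had a TI of -1.94 (log2 -0.96, standard error 0.38), with intensities of 654 ± 106 in NP and 1827 ± 158 in P of non-treated cells and 1371 ± 550 and 2053 ± 1105 in 5-FU cells (SD, n = 2). These 3 of the 10 genes of Figure 4A that were tested passed both thresholds. L3MBTL3 had a TI of -1.67 (standard error 0.43 on the log2 scale), the co-chaperone STIP1 one of -1.39 (standard error 0.28) and SRP68, a protein of the signal recognition particle, one of -1.34 (standard error 0.24). The TI of the kinase gene FRK was 2.02 (standard error 0.83), that of the cytokine gene IL18 was 1.75 (standard error 0.56) and that of TAF1B, a factor of RNA polymerase I, was 1.46 (standard error 0.52). The genes were chosen on these samples, so the signs are not independent evidence, and LMNB1 was not analysed here. Without non-treated NP replicate 2 the TI of FRK (-1.10) and TAF1B (-1.05) was negative. The number past both thresholds was 0 without 5-FU NP replicate 2, 5-FU NP replicate 3 or 5-FU P replicate 3, 1 without non-treated P replicate 2 or without the block, 2 without non-treated NP replicate 2 or non-treated P replicate 3, and 7 without non-treated NP replicate 3.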

A difference in the range of TI was observed between the two methods that can be explained by a difference in sensibility of these methods. However, a significant and positive correlation was observed between TI obtained from RT-qPCR and microarray analyses (Figure 4B). Similar analyses using RT-qPCR quantification of mRNA distribution within polysome profiles were performed in two additional colorectal cancer cells (Figure 4C). We used the p53-null HCT-116 cells and the mutant p53.R273H HT-29 cells (Supplementary Figure 1, IARC TP53 Database), to determine whether this translational regulation occurs in different colorectal cancer cell lines and whether it is dependent of p53 since several data support a role of p53 as a regulator of translational reprogramming [28]. Like in HCT-116 cells, TI of a panel of 7 genes were either reduced or increased in response to 5-FU in these two cell lines, similarly to what observed in HCT-116 cells. Of note only 3 genes in HT-29 did not show variation in their TI. Interestingly, since similar pattern of TI was observed in wild-type p53 HCT-116 cells, p53-null HCT-116 cells and mutant p53.R273H HT-29 cells, it appeared that changes in TI of each mRNA revealed by the translatome profiling are independent of p53. Altogether, the validation procedure performed on different genes in several cell lines confirmed that 5-FU treatment at 10 μM for 24 hrs reduced or increased the association of a subset of mRNAs with polysomes, indicating respectively either a reduction or an increase in translational efficiency of some mRNAs.

**Figure 4:**
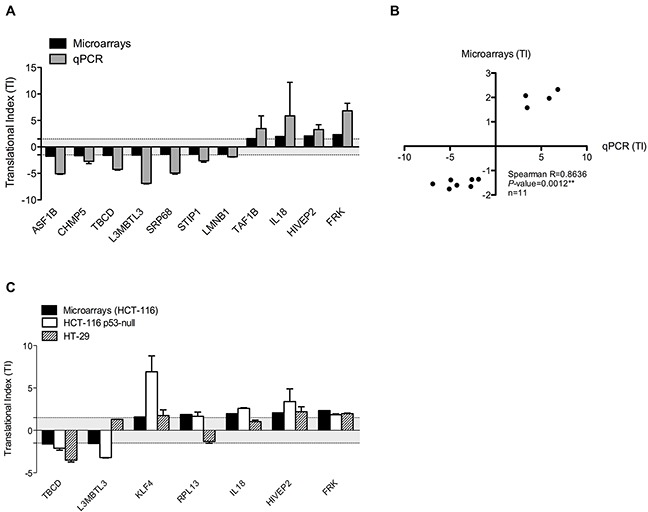
Validation of translatome profiling in a panel of colorectal cancer cell lines **(A)** Comparison of TI determined by Affymetrix exon-array and RT-qPCR in HCT-116 cell line. Validation in HCT-116 cells was performed by calculating the TI of 11 genes in response to 24 hrs exposure to 10 μM 5-FU using RT-qPCR on polysome profiles used for DNA microarrays analyses (two replicates) and additional, independent fraction preparation (at least two additional replicates). Similar down- and up-regulation were observed. **(B)** Correlation between TI calculated from Affymetrix exon-array and RT-qPCR in HCT-116 cells. Mean TI obtained by microarrays and RT-qPCR were plotted and correlation was assessed by Spearman correlation. A significant correlation was observed between Affymetrix exon-array and RT-qPCR data. **(C)** Comparison of TI in a panel of colorectal cancer cell lines in response to 10 μM of 5-FU for 24 hrs. TI of 7 genes determined by Affymetrix exon-array in HCT-116 cells (black bars) and determined by RT-qPCR in HCT-116 p53-null cells (white bars) and in HT-29 cells (striped bars) were compared. All the 7 genes showed similar translational modulation in both HCT-116 and HCT-116 p53-null cells. Only 3 genes out of 7 showed no translational dysregulation in HT-29 cells, whereas the 4 other genes showed similar translationnally up- and down-regulation in response to 24 hrs of 5-FU exposure in the three cell lines. Graph presents mean and SD. TI below cut-off used for microarrays analyses were represented by grey area.

**Figure 5:**
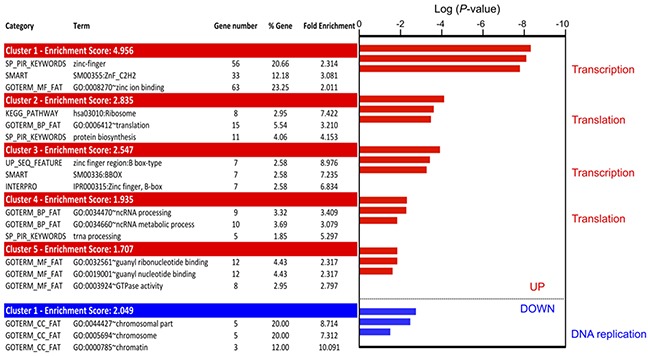
Gene ontology analysis of translationally deregulated genes in 5-FU treated HCT-116 cells GO enrichment was determined using the Functional annotation clustering tools from DAVID. Translationally up-regulated genes are mainly involved in transcription and translation, while translationally down-regulated genes are involved in DNA replication. Only the 3 first terms were shown for all clusters identified (up-regulation: 5 clusters; down-regulation: 1 cluster). For complete data see Supplementary Table 3.

To decipher whether alteration in translational efficiency directly resulted from 5-FU treatment or from 5-FU-induced change in transcriptional and post-transcriptional regulation, we quantified the levels of total and cytosolic mRNAs in response to 24 hrs of 10 μM 5-FU treatment in HCT-116 p53-null and HT-29 cells (Supplementary Figure 3). No concordance was observed between 5-FU-induced transcriptional, post-transcriptional and translational variation, as confirmed by correlation analyses. These data suggest that 5-FU alters translational efficiency independently of any change at mRNA levels. Finally, no change in TI analyzed in cytosolic lystates was observed in HCT-116 cells treated for 4 hrs by 10 μM 5-FU while increased in cytosolic mRNA levels were observed (Supplementary Figure 4). Once again, no concordance between transcriptional and translational events was observed at early time point although 5-FU affects more rapidly transcriptional regulatory events than the translational ones.

Altogether, our data showed that 5-FU treatment at 10 μM for 24 hrs alters the translatome independently of any transcriptional and post-transcriptional regulation of the targeted mRNA. In addition, 5-FU mainly increases the translation efficiency of a subset of mRNAs.

### Genes involved in DNA replication and gene expression regulation are selectively regulated by 5-FU at the translation level

To determine the main functions of genes whose recruitment whithin polysomes was altered in response to 5-FU in HCT-116 cells, we performed Gene Ontology analysis using the Functional annotation clustering analytic modules of DAVID bioinformatics resources that provides a rank classification of enriched functions based on determination of *P*-values and enrichment scores [29]. Statistical enrichment analyses were performed separately on genes translationally up- and down-regulated, using the lists of 313 (TI cut-off of 1.5, *P* < 0.05) and 798 (TI cut-off of 1.3, *P* < 0.05) translationally dysregulated genes. Clusters of functional annotation common to both lists are presented in Figure 5 (for a complete list of functional annotation clustering, see Supplementary Table 3).

**Figure 6:**
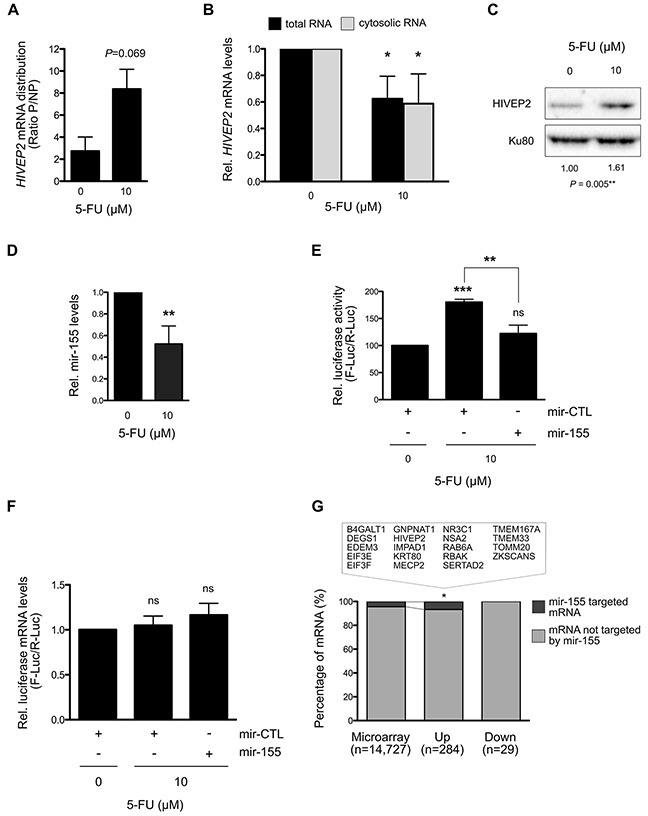
Translation regulation of *HIVEP2* mRNA by mir-155 through its 3′UTR under 5-FU treatment in HCT-116 cells **(A)** Distribution of *HIVEP2* mRNA in polysomal and non-polysomal fractions. *HIVEP2* mRNA levels was quantified in polysomal (mRNA actively translated) and non-polysomal fractions (free and poorly translated mRNA) by RT-qPCR in two additional and independent polysome separation. Increase in *HIVEP2* mRNA levels was observed in polysome in 5-FU treated HCT-116 cells compared to non-treated HCT-116 cells. **(B)** Variation of *HIVEP2* mRNA levels in response to 5-FU in HCT-116 cells. *HIVEP2* mRNA levels were quantified by RT-qPCR in both total and cytosolic RNA. 5-FU treatment significantly reduces *HIVEP2* mRNA levels. **(C)** Expression of HIVEP2 protein in response to 5-FU in HCT-116 cells. HIVEP2 protein levels were analyzed by Western blot. 5-FU treatment increases HIVEP2 protein levels. **(D)** Expression of mature mir-155 under 5-FU treatment. Mature mir-155 expression levels were quantified by RT-qPCR in treated and untreated HCT-116 cells. 5-FU treatment significantly reduces mature mir-155 expression levels. **(E-F)** Analysis of HIVEP2 translational regulation through its 3′UTR using luciferase reporter assays. Luciferase activities were measured to determine the role of mir-155 on HIVEP2 3′UTR-dependent translation in response to 0 or 10 μM 5-FU for 24 hrs (E). mRNA levels of *Firefly* and *Renilla* genes were analysed to verify that variation in luciferase activity shown as F-Luc/R-Luc (RLU) is not due to variation of F-Luc/R-Luc at mRNA levels (F). **(G)** Enrichment of mir-155 target genes in translationally dysregulated genes. Statistical analyses showed that mir-155 target genes were enriched in translationally up-regulated genes in response to 5-FU. The list of mir-155-target genes translationaly up-regulated is given in the box. Graphs present means and SD of at least two independent experiments. *: *P* < 0.05; **: *P* < 0.01; ***: *P* < 0.001.

Using this approach, only one functional cluster was identified for the genes whose translation efficiency was down-regulated in response to 5-FU treatment. This cluster contained 5 of the 29 translationally down-regulated genes (17%). It was composed of genes involved in DNA replication, such as ASF1B or TBCD (Figure 5 and Supplementary Table 3). These data suggested that 5-FU reduced the translation efficiency of mRNAs involved in DNA replication.

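All 8 tested genes of the DNA replication cluster of Supplementary Table 3 had a negative TI. POLE, the catalytic subunit of DNA polymerase epsilon, had a TI of -1.77 (log2 -0.83, standard error 0.28), with intensities of 147 ± 43.7 in NP and 522 ± 161 in P of non-treated cells and 161 ± 58.6 and 337 ± 182 in 5-FU cells (SD, n = 2). RFC2, a subunit of the clamp loader, had a TI of -1.57 (log2 -0.65, standard error 0.26). POLE and RFC2 passed both thresholds. The clamp loader subunit RFC5 had a TI of -1.76 (standard error 0.50 on the log2 scale), DNA ligase 1 (LIG1) one of -1.64 (standard error 0.31), thymidine kinase 1 (TK1) one of -1.56 (standard error 0.29) and RPA1, a single-strand binding protein, one of -1.33 (standard error 0.24). TYMS, the thymidylate synthase that 5-FU inhibits, had a TI of -1.38 (standard error 0.27), and its intensity was 1029 ± 179 in NP and 2425 ± 371 in P of non-treated cells and 1713 ± 573 and 2924 ± 951 in 5-FU cells (SD, n = 2). The cluster was formed from genes chosen on these samples, so its direction is not independent evidence. Without 5-FU P replicate 2, LIG1, MCM3 and RFC5 passed too, and without non-treated NP replicate 3, LIG1 and TK1 did. POLE and RFC2 did not pass without the block, nor without 5-FU NP replicate 2 or 3, 5-FU P replicate 3, non-treated NP replicate 2 or non-treated P replicate 3, and RFC2 also not without 5-FU P replicate 2 or non-treated NP replicate 3.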

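A list of DNA replication genes fixed beforehand (helicase, origin, polymerase, clamp and chromatin assembly genes) had 40 tested members, of which 34 had a negative TI. Their median log2 TI was -0.37, -0.16 in replicate 2 and -0.51 in replicate 3. The members past both thresholds, ASF1B, POLE and RFC2, were all negative (0 adjusted over the list alone). They are genes that the paper had chosen on these samples, so the list is not independent of the paper's result. CDT1 and ORC1, which act in origin licensing, had log2 TI of 0.19 and 0.17 and did not pass. In fry, which tests a list against no change, no list passed for the TI (adjusted p = 0.858 for DNA replication). The shift of the list against all other genes had an adjusted p of 1.41e-07 in camera, and an adjusted p = 0.642 with an estimated correlation. It stayed under 0.05 in camera without any 1 of the 8 arrays. Of 20 nucleotide synthesis genes, 14 had a negative TI (median log2 -0.09), and CAD, which starts pyrimidine synthesis, passed both thresholds with a TI of -1.67 (0 adjusted over the list alone). MTHFD1 of the folate cycle had a log2 TI of -0.70, IMPDH2 of guanine nucleotide synthesis one of 0.61 and SHMT2 one of 0.29. The adjusted p of this list was 0.043 in camera (adjusted p = 0.642 with an estimated correlation), 0.212 without the block, 0.0518 after centring on the median of the brighter genes, and above 0.05 without any 1 array except 5-FU P replicate 3. It was 0.1 without 5-FU NP replicate 2, 0.0686 without 5-FU NP replicate 3, 0.198 without 5-FU P replicate 2, 0.188 without non-treated NP replicate 2 or non-treated P replicate 2, 0.116 without non-treated NP replicate 3 and 0.0613 without non-treated P replicate 3.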

Genes whose translation efficiency was up-regulated by 5-FU clustered into five groups showing enrichment scores ranging from 1.7 to 4.9 (Figure 5). 

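Of the 33 genes of the C2H2 zinc finger cluster in Supplementary Table 3, 19 were tested and all 19 had a positive TI, between 1.25 (ZBTB5) and 2.18 (HIVEP2). IKZF4, a zinc finger protein of the Ikaros family, passed both thresholds with a TI of 1.58 (log2 0.66, standard error 0.24), and its intensity was 155 ± 34.6 in NP and 138.5 ± 17.0 in P of non-treated cells and 122.9 ± 20.4 and 173.4 ± 15.0 in 5-FU cells (SD, n = 2). ZNF664 had a TI of 1.76 (standard error 0.51 on the log2 scale), ZNF614 one of 1.68 (standard error 0.61), HIVEP3 one of 1.66 (standard error 0.33) and ZNF394 one of 1.62 (standard error 0.42). ZNF614 and ZNF394 rose with 5-FU in P, by 2.06 (adjusted p = 0.0407) and 1.49 (adjusted p = 0.0373 from limma) on the log2 scale. This cluster comes from genes chosen on these samples and is not independent evidence. Without non-treated NP replicate 2, ZBTB5, ZNF277, ZNF460 and ZNF614 had a negative TI, and ZBTB5 also without 5-FU NP replicate 2 or 5-FU P replicate 3. Past both thresholds were 14 of the 19 without non-treated NP replicate 3 (ZNF394 and ZNF614 among them), 6 without non-treated P replicate 3, and 5 after quantile normalization or centring on the median. Over all 218 tested genes with a ZNF symbol, 158 had a positive TI, with a median log2 TI of 0.16, 0.45 in replicate 2 and -0.07 in replicate 3. ZNF618 and ZNF750 are among the 4 that passed with a positive TI, and ZNF331 (TI -1.76) and ZNF785 (TI -1.67) are the 2 that passed with a negative one (0 adjusted over the list alone). The shift of the ZNF genes had an adjusted p of 8.41e-04 in camera, and an adjusted p = 0.729 with an estimated correlation. It was 0.931 without non-treated NP replicate 2, 0.0902 without 5-FU NP replicate 2 and 0.0822 without 5-FU P replicate 3, and IKZF4 passed only without non-treated NP replicate 3 or non-treated P replicate 3 of the 8 arrays.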

The group which displayed the most significant *P*-value and the highest enrichment score, contained genes encoding zinc finger proteins, including several ZNF family members and HIVEP2 (Figure 5 and Supplementary Table 3). These proteins are mainly involved in transcription regulation. A second cluster closely related to the transcription process (cluster 3) was enriched in genes coding proteins with B-box domains. These data suggest that 5-FU treatment selectively increases the translation efficiency of a subset of mRNAs encoding transcriptional regulators. 

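All 5 tested genes of the B-box cluster had a positive TI. TRIM4 passed both thresholds. KCNRG, a regulator of potassium channels, had a TI of 2.10 (standard error 0.62 on the log2 scale), and the E3 ubiquitin ligase genes TRIM41, TRIM62 and TRIM35 had TI of 1.47 (standard errors 0.31, 0.36 and 0.23). TRIM35 rose with 5-FU in P by 1.38 on the log2 scale (adjusted p = 0.0126 from limma). As for the other clusters, the genes were chosen on these samples and are not independent evidence. Of 36 tested genes with a TRIM symbol, 24 had a positive TI (median log2 0.16), and TRIM4 was the 1 that passed both thresholds (0 adjusted over the list alone). TRIM46 and TRIM72 had log2 TI of -0.21 and -0.22. The list had an adjusted p of 0.02 in camera, and an adjusted p = 0.729 with an estimated correlation. It was 0.0948 after quantile normalization, 0.0518 with the brighter probe sets alone, 0.244 without 5-FU NP replicate 2, 0.117 without 5-FU P replicate 3, 0.316 without non-treated NP replicate 2 and 0.222 without non-treated P replicate 3. TRIM41 and TRIM62 passed both thresholds without non-treated NP replicate 3, and KCNRG did without non-treated P replicate 3. TRIM4 did not pass without the block, without 5-FU NP replicate 3, 5-FU P replicate 3, non-treated NP replicate 2 or non-treated P replicate 2.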

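Of 58 tested genes of other C2H2 transcription factor families (ZBTB, ZKSCAN, ZSCAN and KLF), 47 had a positive TI. Their median log2 TI was 0.22, 0.41 in replicate 2 and 0.01 in replicate 3. ZSCAN20 (TI 1.64, standard error 0.29 on the log2 scale) and ZBTB7B, a regulator of T cell and epithelial differentiation (TI 1.54, standard error 0.25), passed both thresholds (0 adjusted over the list alone). ZBTB32 and ZBTB12 had log2 TI of -0.59 and -0.35 and did not pass. ZBTB4 and ZBTB34 rose with 5-FU in P, by 1.03 on the log2 scale (adjusted p = 0.0346) and, from a dim intensity in non-treated cells, 1.75 (adjusted p = 0.0375 from limma). The list had an adjusted p of 0.00143 in camera, and an adjusted p = 0.729 with an estimated correlation. It was 0.189 without non-treated NP replicate 2 and 0.0829 without 5-FU P replicate 3.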

Translationally up-regulated genes were also enriched in genes involved in translation and translational regulation. Indeed, clusters 2 and 4 contained genes involved in translation initiation and elongation (*EIF3F*, *EIF3E*…) and in production of the translational machinery, including ribosome components (*RPL13*…) and tRNA maturation factors. 

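EIF3E, a subunit of the initiation factor that recruits the small ribosomal subunit to mRNA, had a TI of 1.30 (log2 0.38, standard error 0.38). Its intensity was 1534 ± 396 in NP and 1064 ± 64.3 in P of non-treated cells and 1089 ± 144 and 1013 ± 273 in 5-FU cells (SD, n = 2). MTIF2, a mitochondrial initiation factor, had a TI of 1.67 (standard error 0.55 on the log2 scale), and RSL24D1, which acts in the assembly of the large ribosomal subunit, one of 1.52 (standard error 0.29). The ribosomal protein genes RPS15A and RPL27A had TI of 1.49 and 1.46 (standard errors 0.31 and 0.37), and WARS2, the mitochondrial tryptophanyl-tRNA synthetase, one of 1.47 (standard error 0.66). RPL27A rose with 5-FU in P by 1.80 on the log2 scale (adjusted p = 0.0192 from limma). All 6 tested genes of the translation cluster had a positive TI and none passed the p threshold in limma. PUS3, a tRNA pseudouridine synthase of the cluster of non-coding RNA processing, had a TI of 1.65 (standard error 0.37) and rose in P by 1.60 (adjusted p = 0.0255). LCMT2, which acts in the formation of wybutosine in tRNA, had a TI of 1.69 (standard error 0.32) and, dim in non-treated cells, rose in P (adjusted p = 0.0436). The 7 tested genes of that cluster all had a positive TI, and none passed the p threshold with all arrays. Without non-treated NP replicate 2, EIF3E, WARS2 and TRMT13 had a negative TI, and WARS2 also without 5-FU P replicate 3. EIF3E, MTIF2, RPL27A, WARS2 and all but THG1L of the other cluster passed both thresholds without non-treated NP replicate 3, as did RPS15A without non-treated NP replicate 2 and RSL24D1 without 5-FU NP replicate 3. Both clusters come from genes chosen on these samples and are not independent evidence, and EIF3F and RPL13 were not analysed here.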

Altogether, these data showed that genes whose translation efficiency was up-regulated in response to 5-FU treatment for 24 hrs were mainly involved in regulation of gene expression, including transcription and translation.

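Of 27 tested cytosolic ribosomal protein genes, 22 had a positive TI, with a median log2 TI of 0.28, 0.47 in replicate 2 and 0.14 in replicate 3. RPS24, RPS19 and RPL4 are among the 4 that passed both thresholds (0 adjusted over the list alone). RPL35A and RPL3L had log2 TI of -0.06 and -0.11. The list had an adjusted p of 8.02e-06 in camera, and an adjusted p = 0.642 with an estimated correlation. Without any 1 of the 8 arrays it stayed under 0.05 in camera. Of 37 translation initiation and elongation factors, 26 had a positive TI (median log2 0.13) and 0 passed both thresholds of limma. EIF1B (log2 TI 0.60, standard error 0.34) and EIF3L (0.39) lay on the positive side, and EIF5A (-0.68) and EIF2B1 (-0.55) on the negative side. The adjusted p of these factors was 0.339 in camera, and it was 0.0357 without 5-FU P replicate 2. Of 18 cytosolic aminoacyl-tRNA synthetases, which load tRNAs, 14 had a negative TI (median log2 -0.17; adjusted p = 0.00825 in camera, and adjusted p = 0.729 with an estimated correlation), and 0 passed both thresholds of limma. AARS1 had a TI of -1.46 and CARS1 one of -1.43. The list's adjusted p was 0.545 without 5-FU P replicate 2, 0.126 without non-treated NP replicate 3 and 0.313 without non-treated P replicate 2. Of 65 mitochondrial ribosomal protein genes, MRPL22 (TI -1.84) and MRPL28 (TI -1.54) passed both thresholds (adjusted p of the list 0.0588).

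**Figure D2:**
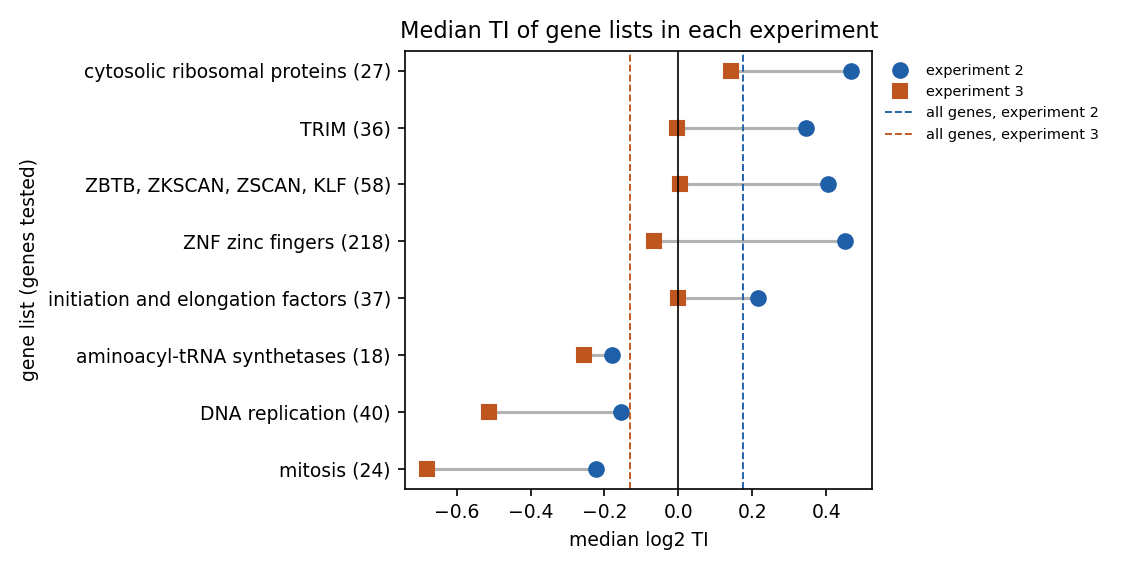
Median log2 TI of 8 gene lists in each experiment (replicates 2 and 3), 1 point per list and experiment. The dashed lines are the median of all tested genes in each experiment, 0.18 in replicate 2 and -0.13 in replicate 3; the medians of the mitosis and DNA replication lists lie below 0 and that of the cytosolic ribosomal protein genes above 0 in both.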

### 5-FU induces translational up-regulation of *HIVEP2* mRNA through down-regulation of mir-155

To investigate the molecular mechanisms contributing to the modulation of translational efficiency of specific mRNA in response to 5-FU treatment, we focused our attention on *HIVEP2* mRNA, one of the most translationally deregulated genes (Figure 3B). Indeed, our translatome profiling and validation process showed that the distribution of *HIVEP2* mRNA was significantly increased in polysomes compared to non-polysomes in response to 5-FU in a panel of three colorectal cancer cell lines (Figures 3B, 4A, 4C and 6A). 

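With 5-FU, the log2 intensity of HIVEP2 changed by 1.01 in P (adjusted p = 0.115 from limma) and by -0.12 in NP (adjusted p = 0.886). Neither change passed the test. Other genes of high TI moved in different fractions. RPS19 rose in P by 1.27 on the log2 scale (adjusted p = 0.0407). ZNF618 passed as lower in NP (adjusted p = 0.0333), and ZNF750 as higher in P (adjusted p = 0.00228) and in NP (adjusted p = 0.00732); each has a group mean in the range of the dim probe sets, so no exact size is given.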

We determined whether this change in *HIVEP2* mRNA translation was paralleled with a change in mRNA and protein levels in HCT-116 cells. RT-qPCR analysis showed a significant 40% decrease of *HIVEP2* mRNA levels in both total and cytosolic extracts in response to 5-FU treatment (Figure 6B). In parallel, a significant 1.5-fold increase in HIVEP2 protein levels was observed in response to 5-FU treatment (Figure 6C and Supplementary Figure 5A). These data demonstrated that despite the decrease of *HIVEP2* mRNA levels in response to 5-FU, the selective increase in its translational efficiency led to an increase in HIVEP2 protein levels.

miRNAs reduce mRNA translation by direct interaction with specific mRNAs that is a pre-requisite for subsequent mRNA degradation [30, 31]. *HIVEP2* mRNA was previously identified as a direct target of mir-155 [32]. We thus wondered whether mir-155 expression may be regulated by 5-FU, thereby participating in the stimulation of *HIVEP2* mRNA translational efficiency. In HCT-116 cells, quantification of mir-155 expression by RT-qPCR showed a significant reduction of 50% in response to 5-FU treatment for 24 hrs (Figure 6D). Thus, by decreasing mir-155 expression, 5-FU could counteract mir-155-mediated inhibition of *HIVEP2* translation and thus promote *HIVEP2* mRNA translation. Interestingly, reduction in mir-155 levels was observed from 4 hrs (Supplementary Figure 5B), suggesting a direct effect of 5-FU on mir-155 expression. To determine the effect of mir-155 on *HIVEP2* mRNA translation, we performed 3′UTR luciferase reporter assays using HIVEP2 3′UTR reporter. Over-expression of mir-155 in the absence of 5-FU significantly reduced the Firefly/Renilla luciferase activity ratio of the HIVEP2 3′UTR reporter and of the positive control BACH1 3′UTR reporter while it had no impact on a 3′UTR-less negative control (Supplementary Figure 5C) [32]. Using this system, we assessed the role of HIVEP2 3′UTR and mir-155 expression in the increase in *HIVEP2* mRNA translation in response to 5-FU treatment (Figure 6E). In the absence of transient mir-155 over-expression (mir-CTL condition), 5-FU treatment significantly increased the Firefly/Renilla luciferase activity ratio of the HIVEP2 3′UTR reporter. Importantly, this increase in luciferase activity was not paralleled with a variation in luciferase mRNA levels (Figure 6F). These data suggested that increase in luciferase activity results from change in translation rather than change in transcription of the chimeric Firefly Luciferase – HIVEP2 3′UTR. Thus, *HIVEP2* mRNA translation in response to 5-FU treatment was, at least in part, related to the 3′UTR of *HIVEP2* mRNA. In 5-FU treated cells, mir-155 expression was then restored using an expression vector (Figure 6E). Restoration of mir-155 expression reduces the induction of Firefly/Renilla luciferase activity ratio in 5-FU treated cells. In addition, no significant change in the luciferase mRNA levels was observed, indicating that restoration of mir-155 in 5-FU treated cells inhibits translation without affecting transcriptional expression of the luciferase reporter assay (Figure 6F). Interestingly, similar reduction in mir-155 expression from 4 hrs post-treatment and in mir-155-dependent HIVEP2 translation in response to 5-FU was observed in p53-null HCT-116 cells, indicating a p53-independent effect (Supplementary Figure 6). Thus, over-expression of mir-155 was sufficient to inhibit the increase in *HIVEP2* mRNA translation that was induced by 5-FU. Altogether, these data showed that the alteration of mir-155 in response to 5-FU mediated a translational regulation of the *HIVEP2* mRNA.

To determine whether mir-155 may have a broader role in translational regulation in response to 5-FU treatment, we first analyzed the enrichment of mir-155 target genes among the genes whose translation efficiency was altered by 5-FU treatment in HCT-116 cells, using a list of 719 experimentally validated mir-155 target genes (miRTarBase [33]) (Figure 6G and Supplementary Table 4). Interestingly, a significant enrichment in mir-155 target genes was observed among the translationally up-regulated genes (Up) when compared to the whole genome (Up vs Microarray, *P* = 0.0389), while no enrichment of mir-155 target genes was found among the genes translationally down-regulated by 5-FU (Down vs Microarray, *P* = 0.3088). 

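Of 22 tested miR-155 targets taken from the literature beforehand, HIVEP2 included, 17 had a positive TI and 0 passed both thresholds of limma. ZNF652 had a log2 TI of 0.62 (standard error 0.38), 2.39 as a ratio in replicate 2 and -1.02 in replicate 3. The transcription factor gene MAF had a log2 TI of -0.27 and the mismatch repair gene MSH6 one of -0.43. The median of the list was 0.22, 0.42 in replicate 2 and -0.01 in replicate 3. The list had an adjusted p of 0.0241 in camera, and an adjusted p = 0.729 with an estimated correlation. It was 0.051 with the culture as the unit, 0.122 without 5-FU NP replicate 3, 0.142 without 5-FU P replicate 2, 0.146 without non-treated NP replicate 2, 0.0935 without non-treated NP replicate 3 and 0.568 without non-treated P replicate 2. The miRTarBase list of the paper and the sites in 3′UTRs were not used here.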

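NR3C1, the glucocorticoid receptor, had a TI of 1.77 (standard error 0.50 on the log2 scale), with intensities of 173 ± 80.8 in NP and 154 ± 39.8 in P of non-treated cells and 380 ± 44.8 and 621 ± 78.1 in 5-FU cells (SD, n = 2). NR3C1 rose with 5-FU in P by 2.03 on the log2 scale (adjusted p = 0.0296 from limma), and ZKSCAN5, a zinc finger transcription factor with a TI of 1.60 (standard error 0.45), rose there by 1.68 (adjusted p = 0.0333). GNPNAT1, an enzyme of UDP-N-acetylglucosamine synthesis, had a TI of 1.81 (standard error 0.42), EDEM3, which acts in the disposal of misfolded glycoproteins, one of 1.53 (standard error 0.42), RBAK one of 1.37 (standard error 0.47) and DEGS1, a desaturase of ceramide synthesis, one of 1.22 (standard error 0.52). KRT80, a keratin, had a negative TI, -1.33 (standard error 0.27). With HIVEP2, SERTAD2 and EIF3E, these are the 10 of the 19 genes of Figure 6G that were tested, of which 9 had a positive TI and 0 passed both thresholds of limma. The other 9 had no probe set of their own or lay under the filter. The 19 genes were chosen on these samples, so their signs are not independent evidence. DEGS1, EIF3E and RBAK had a negative TI without non-treated NP replicate 2, and DEGS1 also without non-treated P replicate 2. The number past both thresholds was 3 after centring each array on its median or on the median of the brighter genes. It was 2 after quantile normalization.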

As shown in Figure 6G, 19 of the genes that were translationally up-regulated by 5-FU corresponded to mir-155 target genes (6.7%). We validated the translationnally up-regulation of a panel of mir-155 target genes in response to 5-FU in HCT-116 p53-null and HT-29 cells. Although the kinetic of mir-155 expression in response to 5-FU exhibited opposite variation at 24 hrs in HT-29 compared to the isogenic HCT-116 cellular model while this kinetic remained similar at 4 hrs (Supplementary Figures 5B, 6A and 7), the three cell lines showed a comparable tendency to translationally up-regulation of mir-155 target genes in response to 5-FU (Supplementary Figure 8). These data suggest that the early down-regulation of mir-155 in response to 5-FU treatment may contribute to the increased translation of a subset of mRNAs in colorectal cancer cells. Interestingly, Gene Ontology analysis of these mir-155 target genes whose translation was up-regulated in response to 5-FU mainly corresponded to proteins involved in transcription (Supplementary Table 5).

## DISCUSSION

The anti-metabolite 5-FU has been shown to alter gene expression at transcriptional and splicing levels and to alter the translation machinery, mainly by affecting the processing and functions of rRNA and tRNA [15, 18, 19, 21, 22]. However, the impact of 5-FU on translational control remained unclear. Using translatome profiling, we show here for the first time that 5-FU induces a translational reprogramming since, while reducing the global protein synthesis, 5-FU increases translation of a subset of mRNAs, at least in part through miRNA-based mechanisms.

As already reported, we identify two kinetics of cellular response to 5-FU [7]. While high doses of 5-FU exposure result in drastic and rapid cytotoxic effects, low doses, which correspond to doses used in the clinic [34, 35], promote delay in cytotoxicity. In particular, cells exposed to 10 μM of 5-FU for 24 hrs remain viable and metabolically active, and keep their capacity to synthesize proteins. By comparing mRNA levels in polysomal (translated mRNAs) and non-polysomal (free and poorly translated mRNAs) fractions using DNA microarray [26], we demonstrate that low doses of 5-FU specifically alter the translation efficiency of about 300 mRNAs. Importantly, the validation procedure performed on different genes in a panel of three colorectal cancer cell lines confirmed that 5-FU treatment alters the association of some mRNAs with polysomes. By analyzing the abundance of mRNAs in polysomal fractions using genome-wide approaches two previous studies have suggested that 5-FU affects translation [23, 24]. However, since no normalization to non-polysomal fraction or total RNA was done in these studies, alteration of translation efficiency was not directly addressed in these studies. In addition, both studies had potential bias. Indeed, one of these studies used colorectal cancer cells with decreased or increased expression of thymidylate synthase, a key mediator of 5-FU cytotoxicity, thus complicating the analysis of the direct impact of 5-FU on translation [7, 23]. The second study used Hsp70 immunoprecipitation to purify ribosomes presenting newly synthesized proteins [24]. This approach may suffer from several biases since Hsp70 was recently reported to bind RNA, Hsp70 is not required for newly synthesized small proteins, and Hsp70 levels are reduced in response to 5-FU [36–39].

Our data indicate that exposure to 5-FU promotes increase in translational efficiency of only a subset of mRNAs. It appeared that the 5-FU-induced change in translation efficiency obtained in our experimental conditions is independent of any transcriptional and post-transcriptional modulation induced by 5-FU treatment in a panel of three colorectal cancer cell lines. Indeed, we showed that, although change in translation efficiency is not an early event, modulation of translation does not correlate with modulation of transcription, as shown for several genes including *HIVEP2*. Change in transcription can thus not explain the observed change in translation. Several mechanisms can explain the change in translational control of only a subset of transcripts in response to 5-FU. Such modulation in translational efficiency can result for example from 5-FU-induced alteration of expression of factors involved in translational control such as proteins or miRNAs [2]. Our data showed that 5-FU-induced change in translational efficiently occurred independently of the p53 protein, a stress sensor known to regulate translation through numerous mechanisms [28]. Our data rather identified mir-155 as a common regulator of 5-FU-mediated alteration of translational efficiency for several target genes.

We indeed showed that reduction of mir-155 in response to 5-FU can promote *HIVEP2* mRNA translation in HCT-116 colorectal cancer cells. In addition, determination of the molecular mechanism by which 5-FU regulates *HIVEP2* also supports that 5-FU regulates translation efficiency. Indeed, cell exposure to low doses of 5-FU decreases *HIVEP2* mRNA levels in both total and cytosolic fractions while in the same time, *HIVEP2* mRNA is concentrated in the actively translated polysomal fractions, and HIVEP2 protein levels are increased in 5-FU treated cells. Moreover, our data reveal that increased translation of *HIVEP2* mRNA in response to 5-FU results from abolition of mir-155-mediated inhibition of *HIVEP2* mRNA translation. By reducing mir-155 expression, 5-FU promotes translation of *HIVEP2* mRNA. This observation is in accordance with the repressing role of miRNAs, which have been shown to inhibit translational regulation before inducing mRNA degradation – inhibition, which can be removed by reducing miRNA expression [30, 31]. Furthermore, we showed and validated that mir-155 target genes are enriched in genes translationally up-regulated, establishing that reduction in mir-155 levels in response to 5-FU could explain about 7% of the translationally up-regulated gene. Interestingly, plasmatic mir-155 expression levels were found to be decreased after 5-FU-based chemotherapy exposure of colorectal cancer cells’ patients [40]. miRNA regulation is likely a more general mechanism leading to alteration of translation in response to 5-FU, because miRNA profiling identified several miRNAs, whose expression is either up- or down-regulated in response to 5-FU [12, 14, 41]. However, until now, these changes in miRNA expression levels have not been linked to alteration of translation. Additional mechanisms remain to be explored to explain the translational control of a specific subset of mRNAs in response to 5-FU treatment. In particular, the impact of 5-FU incorporation into RNAs of the translational machinery on translational control remains to be investigated.

We show that the selective translation of mRNAs in response to 5-FU is accompanied by a decrease in global protein synthesis. This reduction in protein synthesis could result from the previously described reduction in pre-rRNA processing in response to 5-FU since a strict correlation occurs between the rate of ribosome biogenesis and protein synthesis [18, 42, 43]. Therefore, the concomitant decrease in global protein synthesis and increase in translation of a selected subset of mRNAs indicate that 5-FU promotes translational reprogramming in colorectal cancer cells.

In conclusion, in the present study we provide a novel mechanism, which supports the importance of translational control in 5-FU-induced cellular response. Overall, our data indicate that low doses of 5-FU promote translational reprogramming of colorectal cancer cells. The gene-specific stimulation of translation induced by 5-FU involves at least in part miRNA-dependent translational regulation. However, additional mechanisms remain to be investigated in the future. Altogether, our data add to the growing body of evidences that support the direct contribution of translation in establishing anti-cancer drug response as well as potential treatment failures.

## MATERIALS AND METHODS

### Cell culture

Human colorectal cancer HCT-116 and HT-29 cells were obtained from ATCC (CCL-247, HTB-38). Cells were maintained in DMEM-glutaMAX supplemented with 10% FBS and 1% penicillin/streptomycin (Life technologies) at 37°C under 5% CO_2_ atmosphere. 5-Fluorouracil (5-FU) was kindly provided by Centre Léon Bérard (purchased at Sanofi-Aventis), stored at room temperature at 384 mM in sterile water and diluted in cell culture medium.

### Cell proliferation and viability

Real-time cell behavior was monitored using xCELLigence RTCA system (Roche), which allows label-free and dynamic monitoring of cells by measuring electrical impedance. 10^5^ cells were seeded in 96 E-plates (Roche) 24 hrs prior 5-FU treatments. RTCA system displays the measurements of impedance signal as Cell Index (CI) values, providing quantitative information about the different biological status of the cells including number, viability, proliferation and mobility. CI values curves were normalized to the time point of 5-FU administration. MTS were performed at different time points on 10^5^ cells seeded into 96 well-plate 24 hrs prior 5-FU treatments using Cell Titer Aqueous One Solution Cell Proliferation assays as described by the manufacturer (Promega). Cell viability and total cell numbers were quantified in response to 5-FU treatment by trypan blue staining method using Cedex XS analyzer (Roche) from 150.10^5^ cells seeded in 24 well-plates 24 hrs prior 5-FU treatment.

### Global protein synthesis

Cells were plated 72 hrs before labeling in normal medium and treated with 10 μM 5-FU for 24 hrs before labeling. Normal medium was replaced with methionine-cysteine free DMEM for 30 min before labeling. [^35^S]-methionine-cysteine was added in the medium at 75 μCi/mL and cells were incubated for 1 hr at 37°C. Labeling was stopped by washing cells with ice cold 1X PBS. Cells were scraped in SDS-PAGE laemmli sample buffer, and incubated 10 min at 95°C. Fifteen μg of protein was loaded onto a 4-20% gradient SDS-PAGE. [^35^S]-met-cys incorporation was quantified using PhosphorImaging on a FLA-9500 apparatus (GE). For each labeling experiment, protein quantification and SDS-PAGE were performed in duplicate.

### Preparation of mRNA-associated polysomes

Cells were seeded at 10^7^ cell/15 cm dish and treated for 24 hrs with 5-FU. Cells were then incubated for 15 min with 100 μg/ml cycloheximide (CHX) and washed twice with cold 1X PBS-100 μg/ml CHX before harvesting. Cytosolic lysates were prepared in lysis buffer (20 mM KCl, 5 mM MgCl_2_, 50 mM Tris-HCl pH 7.4, 4.5% sucrose, 0.5 mM DTE and 100 μg/ml CHX) using dounce homogenizer and two successive 10 min centrifugations at 4°C at 1,000 and 12,000 x *g*. Ten-40% sucrose gradients were prepared using four solutions (10%, 20%, 30% and 40% of sucrose dissolved in lysis buffer) that were introduced one by one in increased concentration order after 30 min at -80°C in Ultra-Clear Tube 9/16 × 3 ½ (Beckman). One mg of cytosolic proteins was loaded onto a sucrose gradient defrozen overnight at 4°C and sedimented by ultra-centrifugation at 40,000 rpm for 2 hrs at 4°C using SW41 rotor on L7-55 ultracentrifuge (Beckman). The gradients were collected in 18 fractions and absorbance profiles were generated at 254 nm using an ISCO UA-6 detector. RNA quality of the different fractions was checked on agarose gel. Non-polysomal or polysomal fractions were pooled for further RNA extraction using Trizol LS Reagent as described by the manufacturer (Life technologies).

### Affymetrix exon-array

Quality of RNA purified from polysome fractionation was verified using BioAnalyzer (Agilent) (RIN ranging from 6.6 to 9.3). 250 ng of total RNA was processed with the GeneChip WT Sense Target Labeling kit and hybridized to GeneChip Human Exon 1.0 ST arrays. Affymetrix exon-array data were normalized with quantile normalization. Antigenomic probes were used to perform the background correction. Only probes targeting exons annotated from full-length cDNA were retained for analysis. Cross hybridizing probes and probes with lower signals intensity than anti-genomic background probes showing the same GC content were removed. Only probes with a DABG *P*-value ≤ 0.05 in at least half of the arrays were considered for further statistical analysis. Arrays were performed in two independent replicates. The median intensity of all constitutive exonic probes was calculated for each gene in each sample, and the experimental samples and control groups were compared using a Student's paired t-test. The adopted strategy to identify the translationally regulated genes depends on calculating the translational index (TI) (Supplementary Figure 2A). First the ratios of active mRNAs (polysomal fraction P) to inactive mRNAs (non-polysomal fraction NP) was calculated for both 5-FU treated and non-treated cells. Then the translational index (5-FU P/NP)/(Control P/NP) presents the translational changes for each individual transcript. List of genes significantly deregulated at translational levels was determined using Student's paired t-test (*P* < 0.05) and TI cut-off (1.3, 1.5 or 2) that are classical values used in translatome analyses [27]. Gene ontology was performed on gene lists using the online DAVID tools using Functional annotation clustering analytic modules that performed dedicated statistical analysis [29]. The Affymetrix exon-array data reported in this article have been deposited in NCBI's Gene Expression Omnibus (GEO) database (accession number GSE77180).

### Real-time quantitative RT-qPCR

The Affymetrix exon-array was validated by RT-qPCR using RNA purified from the two polysomal profiles used for the exon-array analyses and from four additional and independent polysomal profiles. Three criteria have been used to select genes for validation: a significant difference in mRNA distribution within polysomal and non-polysomal fractions between non-treated and 5-FU-treated cells; a Translational Index (TI) corresponding to the highest TI variations; and a mix of translationnally up- and down-regulated genes. 250 ng of total RNA were reverse transcribed using the M-MLV RT kit and random primers (Invitrogen), according to the manufacturer's instructions. Quantitative real-time PCR (qPCR) was carried out using the Light cycler 480 II real-time PCR thermocycler (Roche). Expression of mRNAs was quantified using LightCycler 480 SYBR Green I Master Mix (Roche) (Supplementary Table 6) and normalized using *GAPDH* expression according to the 2^−ΔΔCt^ method. Reverse transcription of miRNAs was performed using TaqMan MicroRNA RT kit (no. 4366596, Life Technologies). miRNA RT-qPCR was carried out using 7900HT Fast Real-Time PCR System (Applied Biosystems). The expression of mature miR-155 and RNU6B was assessed using qPCR primer sets (Life Technologies, cat.no. 4427975-002623 and 4427975-001093, respectively).

### Western blot

Cells were washed in 1X PBS, harvested and total proteins were directly extracted in Laemmli buffer (62.5 mM Tris-HCl pH 6.8, 1% SDS, 0.1 M DTE). Twenty μg of total proteins were separated on a 12 % SDS-PAGE and transferred on a nitrocellulose membrane using a semi-dry transfer apparatus. Membranes were saturated with 5% milk and incubated with mouse monoclonoal antibodies against HIVEP2 (ab70599, AbCam), p53 (DO-1, ab1101, AbCam) and Ku80 (ab87860, AbCam). Detection was performed with the secondary anti-mouse antibody (A4416, Sigma) with Clarity Western ECL substrat kit using ChemiDoc Imager (BioRad).

### Luciferase reporter assays

500 ng of either miRNA control plasmid (pMSCV-puro-GFP-mir-CTL) or miR-155 expression vector (pMSCV-puro-GFP-mir-155) was co-transfected with 200 ng of either HIVEP2 reporter plasmid (pMIR-REPORT-dCMV 3′ UTR HIVEP2) or control reporter plasmid (pMIR-REPORT-dCMV) into HCT-116 or HCT-116 p53-null cells using Lipofectamine reagent (Invitrogen) following the manufacturer's procedure. Firefly luciferase activity was used to monitor 3′UTR activity while Renilla luciferase activity was used as a control of transfection efficiency. 10^5^ cells were seeded 24 hrs prior transfection and were treated with 5-FU 24 hrs post-transfection for additional 24 hrs before analyzing luciferase activity using Dual Reporter Luciferase Assays (Promega). The plasmids are a kind gift of Dr. Erik K. Flemington laboratory.

### Statistical analyses

Statistical analyses were performed using GraphPad Prism 5.0a (GraphPad Software, Inc). Mean comparison was performed using Student *t*-test. Correlation between translational index (TI) issued from DNA microarrays and RT-qPCR was tested using the non-parametric Spearman r test. Enrichment of mir-155 target genes was investigated by Chi-square test. All *P*-values corresponded to two-tailed *P*-values. *P*-values <0.05 were considered statistically significant. Statistical results are given on the graphs using conventional annotations: *: *P*<0.05; **: *P*<0.01; ***: *P*<0.001.

## SUPPLEMENTARY FIGURES AND TABLES

## Abbreviations

5-FU: 5-Fluorouracil
CHX: cycloheximide
miRNA: microRNA
mRNA: messenger RNA
rRNA: ribosomal RNA
tRNA: transfert RNA

# Supplementary material for: Translational reprogramming of colorectal cancer cells induced by 5-fluorouracil through a miRNA-dependent mechanism
**Source:** Oncotarget. 2017 May 3;8(28):46219–33. doi: 10.18632/oncotarget.17597
**Supplement:** Supplementary file 1

Translational reprogramming of colorectal cancer cells induced by 5-fluorouracil through a miRNA-dependent mechanism

SUPPLEMENTARY FIGURES AND TABLES

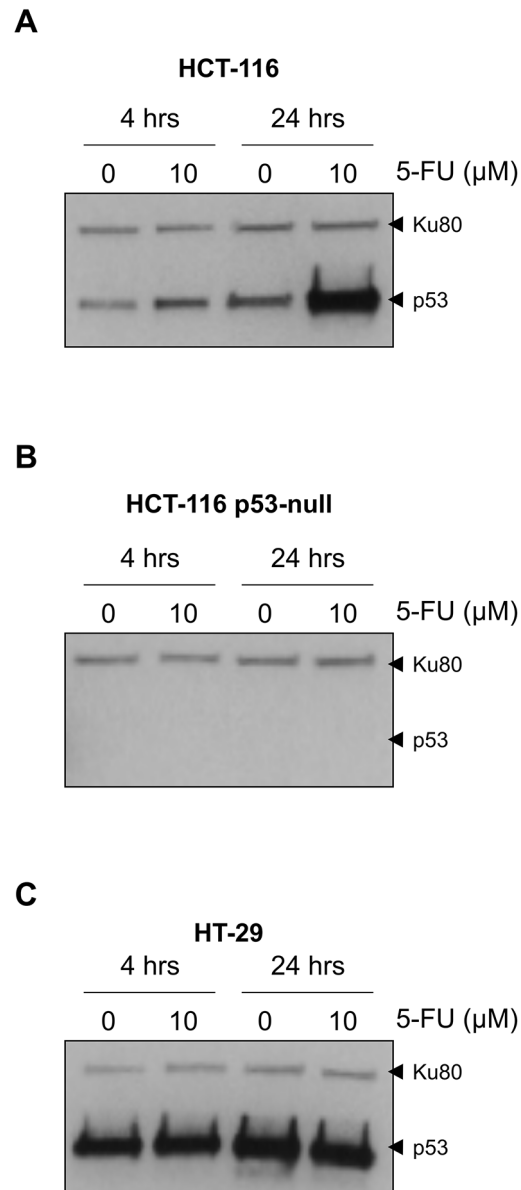

Supplementary Figure 1: Expression of p53 in response to 5-FU. Levels of p53 protein were analysed by Western blot in response to 10 μ M of 5-FU exposure for 4 hrs and 24 hrs in three human colorectal cancer cell lines: HCT-116 cells expressing a wild-type p53 protein (**A**); HCT-116 p53-null cells depleted from p53 protein (**B**); and HT-29 cells expressing a mutant p53 protein (**C**). A 2-fold increase in p53 protein levels was observed in HCT-116 cells treated with 10 μ M of 5-FU for 4 hrs until reaching a 5-fold increase at 24 hrs post-treatment. These data indicate that 5-FU treatment was successful in HCT-116 cells even at early time point and low concentration of 5-FU. In contrast, no change in p53 protein levels was observed in p53-null and mutant p53 cells, as expected.

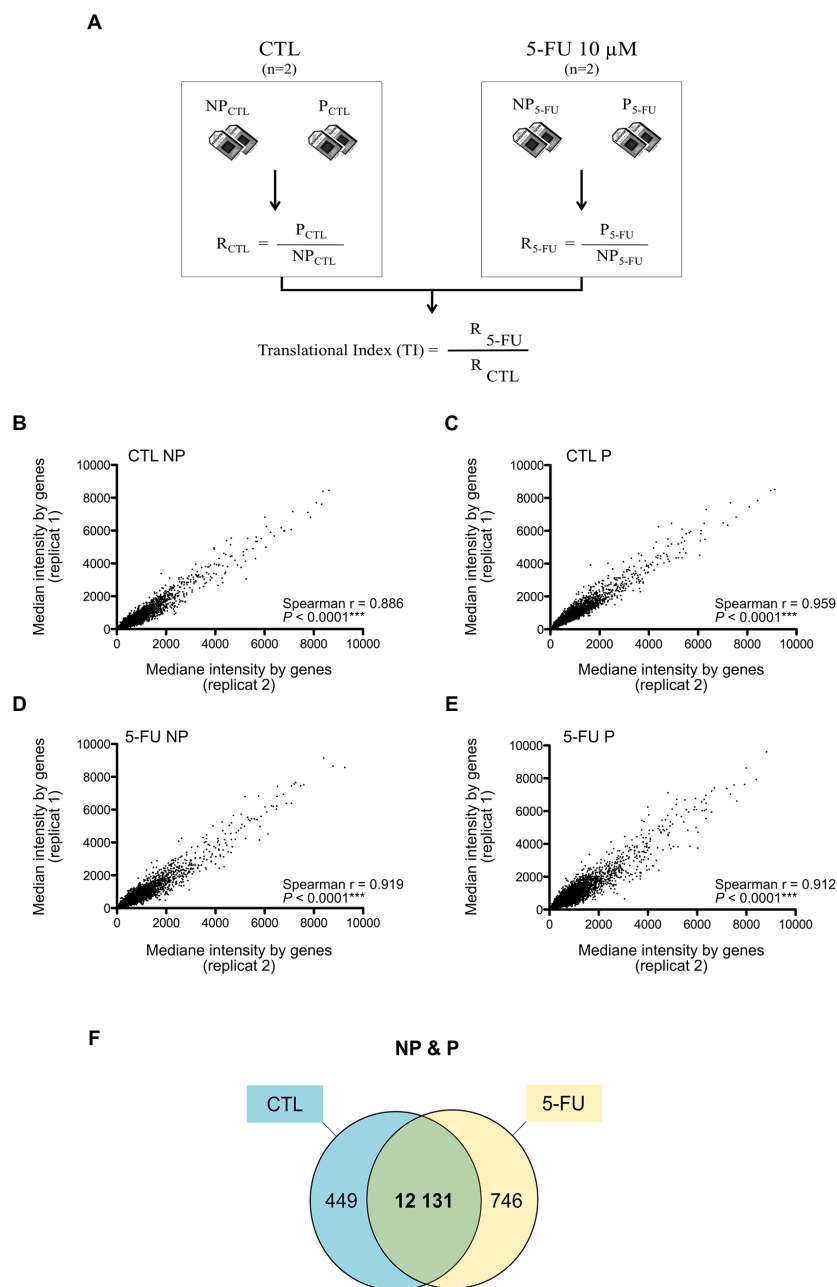

Supplementary Figure 2: Gene detections using Affymetrix exon-array. (A) Workflow of the genome-wide analysis of translome in response to 5-FU treatment. Impact of 10 μ M 5-FU on translational status of each mRNAs was determined using Affymetrix exon-arrays by calculating the translational index, which compared levels of mRNA-associated polysomes (polysomal fraction, P) to the ones of mRNA non-associated to polysomes (non-polysomal fraction, NP) in non-treated (CTL) and 5-FU treated cells. This analysis was performed in two independent experiments. (B-E) Correlation of the gene median intensities between the two biological replicates. Median intensities of all the mRNAs detected by Affymetrix exon-array were compared between biological replicates 1 and 2 for the non-treated non-polysomal fractions (CTL NP, B), the non-treated polysomal fractions (CTL P, C), the 5-FU treated non-polysomal fractions (5-FU NP, D) and the 5-FU treated polysomal fractions (5-FU P, E). Each correlation showed a strong Spearman r (> 0.89) and a significant p-value ($P < 0.0001$), supporting the robustness of the genome-wide analyses based on the two biological replicates. (F) Venn diagrams comparing gene detections in non-treated and 5-FU treated conditions. In both non-polysomal and polysomal fractions, 12,131 genes were commonly detected in non-treated (CTL) and 5-FU conditions. In contrast, 449 genes were detected in CTL conditions but not in 5-FU conditions, while 746 genes were detected only in the 5-FU conditions.

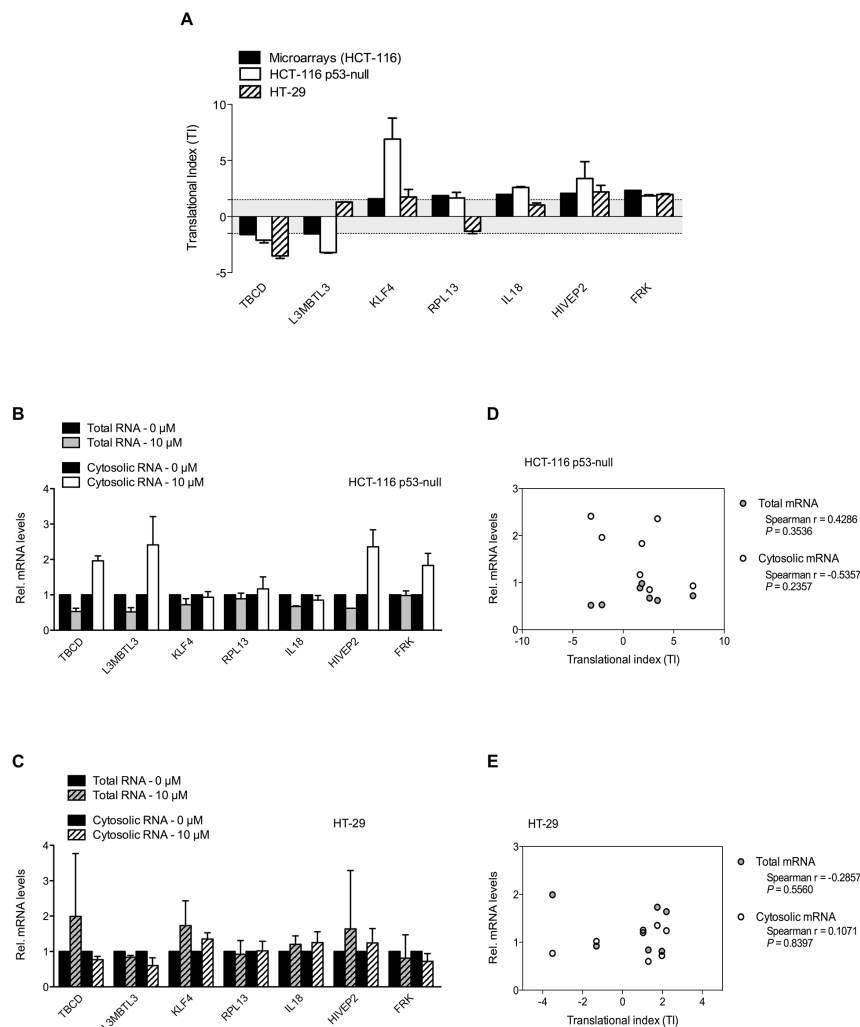

Supplementary Figure 3: Absence of correlation between translation and transcription in response to 24 hrs of 5-FU exposure in HCT-116 p53-null and HT-29 cells. (A) Comparison of Translational Index (TI) in three colorectal cancer cell lines. Translational Index (TI) of 7 genes that were determined in response to 24 hrs of 10 μ M 5-FU treatment in HCT-116 cells using microarrays (black bars) were compared to the ones determined by RT-qPCR in HCT-116 p53-null cells (white bars) and HT-29 cells (striped bars). This graph is identical to the one shown in Figure 4C and shows that the translational modulation in response to 5-FU treatment was similar in the three cell lines. (B-C) Variation of mRNA levels in response to 5-FU. In response to 24 hrs of 10 μ M 5-FU, levels of the 7 mRNAs of interest that were purified from either total or cytosolic lysates of HCT-116 p53-null cells (B) or HT-29 cells (C) were quantified using RT-qPCR. For most of the mRNAs, no concordant variation was observed in total and cytosolic lysates, indicating that 5-FU exposure affects not only transcriptional but also post-transcriptional regulation. (D-E) Comparison of Translation Index (TI) and relative mRNA levels. Using the 7 genes of interest, Translational Index (TI) and relative mRNA levels measured in total and cytosolic lysates of either HCT-116 p53-null cells (D) or HT-29 cells (E) in response to 5-FU exposure were compared. No significant correlation was observed between TI and mRNA levels, suggesting that variation of translation does not directly result from variation in transcriptional or post-transcriptional events, which affect the mRNA of interest. Graphs present means and SD of two independent experiments. *: $P < 0.05$; **: $P < 0.01$; ***: $P < 0.001$.

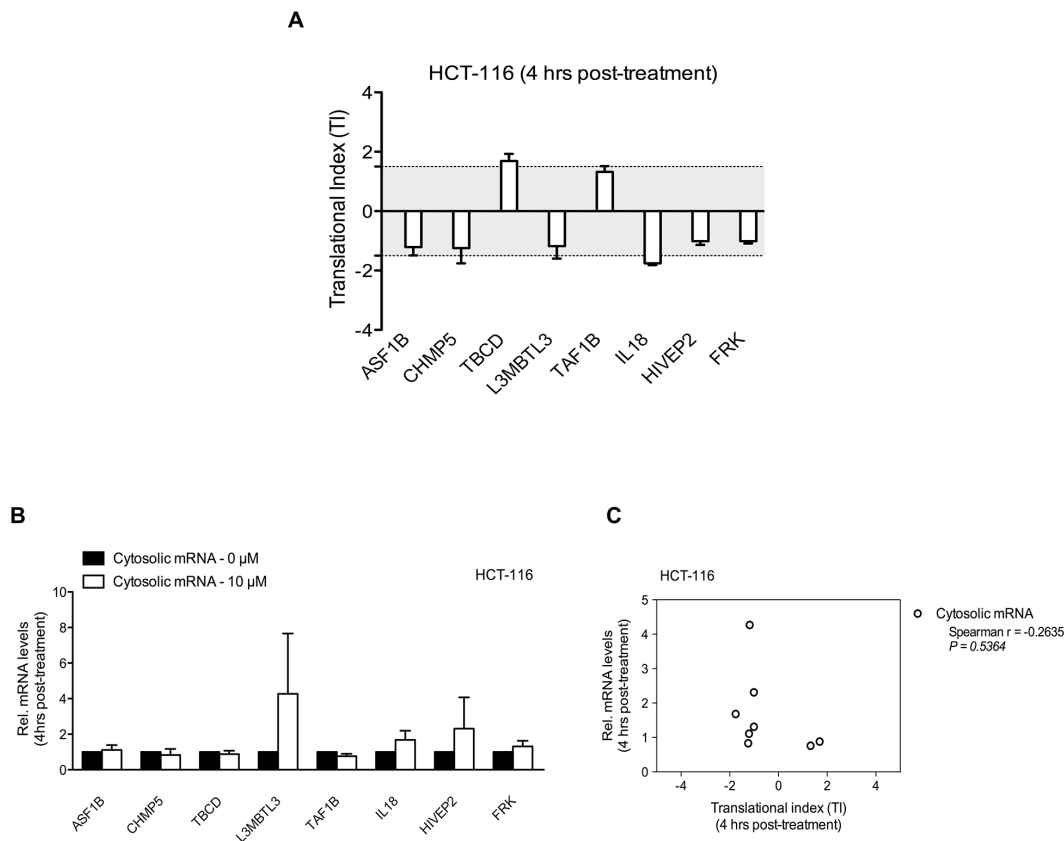

Supplementary Figure 4: Absence of correlation between translation and transcription in response to 4 hrs of 5-FU treatment in HCT-116 cells. (A) Translational Index (TI) in response to 4 hrs of 10 μ M 5-FU. Translational Index (TI) of 8 genes was determined in response to 4 hrs of 10 μ M 5-FU treatment in HCT-116 cells using RT-qPCR. Using similar threshold as for microarrays, none of the 8 genes showed variation in translation, TBCD and IL18 having only a borderline variation in their TI. These data suggest that translation is not altered in HCT-116 cells exposed to 10 μ M of 5-FU for 4 hrs. (B) Variation of mRNA levels in response to 5-FU. In response to 4 hrs of 10 μ M 5-FU, levels of the 8 mRNAs of interest that were purified from cytosolic lysates of HCT-116 cells were quantified using RT-qPCR. While no variation in translation was observed for most of the genes of interest, some genes showed an increase in their cytosolic mRNA levels in response to 5-FU, indicating that 5-FU induces transcriptional regulation of some mRNAs at early time point. (C) Comparison of Translation Index (TI) and relative mRNA levels. Using the 8 genes of interest, Translational Index (TI) and relative variation in mRNA levels in response to 4 hrs of 5-FU exposure in HCT-116 cells were compared. No significant correlation was observed between TI and mRNA levels, suggesting that variations in translation do not result from variation in transcriptional events affecting the mRNA of interest. Graphs present means and SD of two independent experiments.

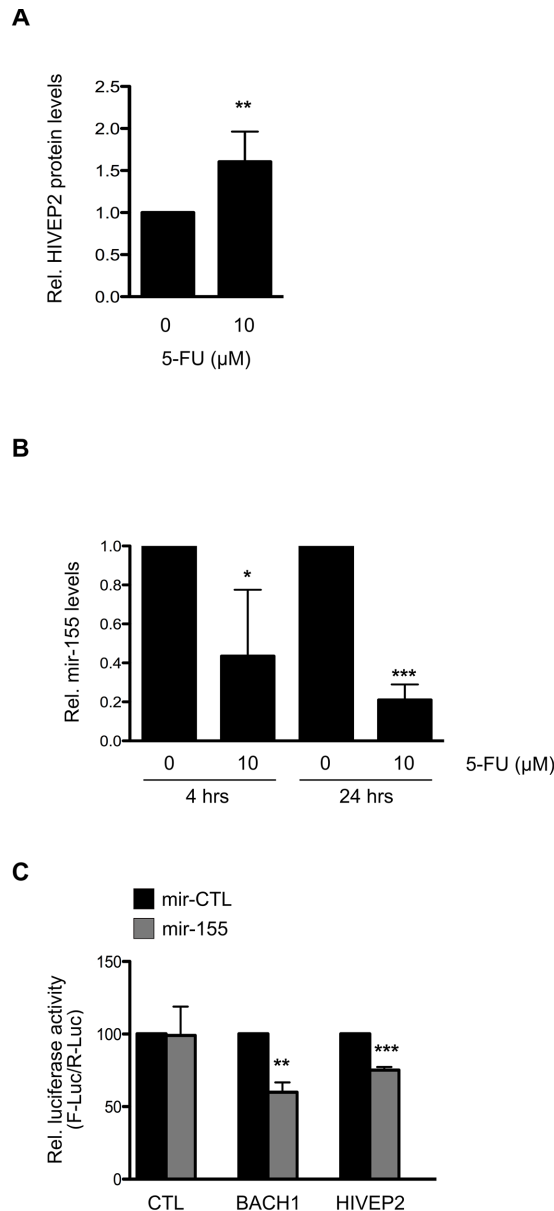

Supplementary Figure 5: Translational regulation of *HIVEP2* gene by mir-155 in HCT-116 cells. (A) Expression of HIVEP2 protein in response to 5-FU in HCT-116 cells. Quantification of HIVEP2 protein levels analysed by Western blot. 5-FU treatment increases HIVEP2 protein. (B) Expression of mir-155 in response to 5-FU exposure in HCT-116 cells. mir-155 expression levels in response to 10 μ M of 5-FU at 4 and 24 hrs post-treatment were analysed by RT-qPCR. A significant decrease in mir-155 levels was observed from 4 hrs post-treatment, indicating that 5-FU inhibits mir-155 expression and/or processing at early time point. (C) Impact of mir-155 on 3'UTR activities of known target genes. Luciferase assays were performed using a reporter assays containing either no 3'UTR sequence downstream *Firefly* luciferase gene (CTL) or 3'UTR sequence of *BACH1* or *HIVEP2* genes. These systems were co-transfected in HCT-116 cells with either a plasmid expressing mir-155 or an empty vector (mir-CTL). Expression of mir-155 significantly reduced luciferase activity of both BACH1 and HIVEP2 reporter plasmids without affecting the one of CTL reporter plasmid. Graphs present means and SD of at least three independent experiments. *: $P < 0.05$; **: $P < 0.01$; ***: $P < 0.001$.

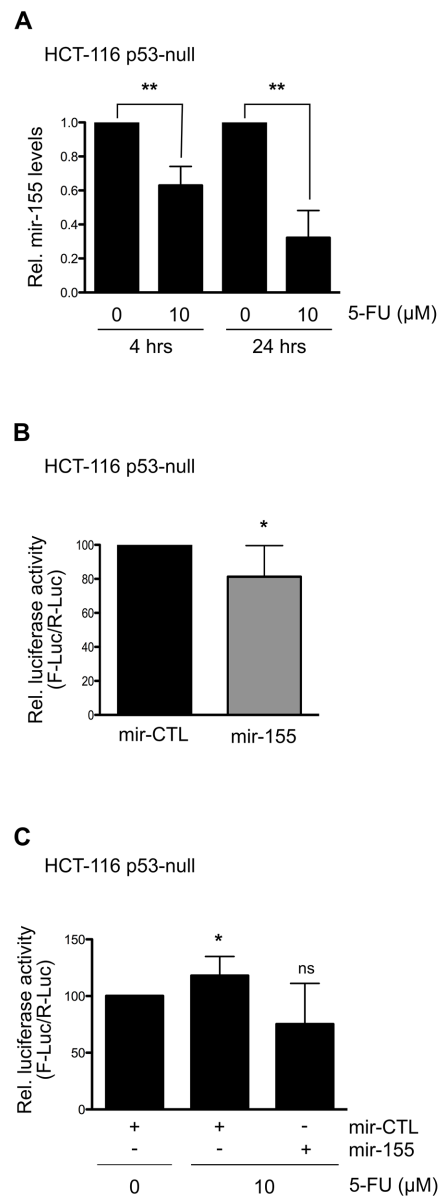

Supplementary Figure 6: Translational regulation of *HIVEP2* gene by mir-155 in HCT-116 p53-null cells. (A) Expression of mir-155 in response to 5-FU exposure in HCT-116 p53-null cells. mir-155 expression levels in response to 10 μM 5-FU at 4 hrs and 24 hrs post-treatment were quantified by RT-qPCR. Like in HCT-116 cells, a significant decrease in mir-155 levels was observed from 4 hrs post-treatment in HCT-116 p53-null, indicating that 5-FU inhibits mir-155 expression and/or processing at early time point in both p53 expressing and p53 depleted cells. (B) Impact of mir-155 on 3'UTR activities of *HIVEP2* gene. Luciferase assays were performed using a reporter assays containing 3'UTR sequence of *HIVEP2* gene downstream *Firefly* luciferase gene. This system was co-transfected in HCT-116 p53-null cells with either a plasmid expressing mir-155 or an empty vector (mir-CTL). Expression of mir-155 significantly reduced luciferase activity of *HIVEP2* reporter plasmids. (C) Analysis of *HIVEP2* translational regulation through its 3'UTR using luciferase reporter assays in HCT-116 p53-null cells. Luciferase activity was measured to determine the impact of *HIVEP2* 3'UTR on translation in response to 0 or 10 μM 5-FU for 24 hrs in presence (mir-155) or absence (mir-CTL) of mir-155. In HCT-116 p53-null cells, over-expression of mir-155 is sufficient to abolish the increased activity of 3'UTR *HIVEP2* in response to 5-FU treatment, indicating that mir-155 inhibits *HIVEP2* translation in response to 5-FU. Graphs present means and SD of at least three independent experiments. *: $P < 0.05$; **: $P < 0.01$; ***: $P < 0.001$.

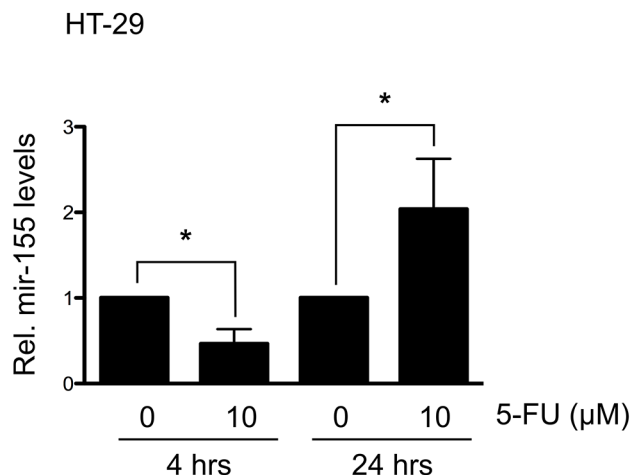

Supplementary Figure 7: Expression of mir-155 in response to 5-FU exposure in HT-29 cells. mir-155 expression levels in response to 10 μ M 5-FU at 4 hrs and 24 hrs post-treatment were quantified by RT-qPCR. Like in HCT-116 cells, a significant decrease in mir-155 levels was observed from 4 hrs post-treatment in HT-29, indicating that 5-FU inhibits mir-155 expression and/or processing at early time point. In contrast to HCT-116 cells, mir-155 expression level is then significantly increased in response to 5-FU at 24 hrs post-treatment. Graphs present means and SD of at least three independent experiments. *: $P < 0.05$.

A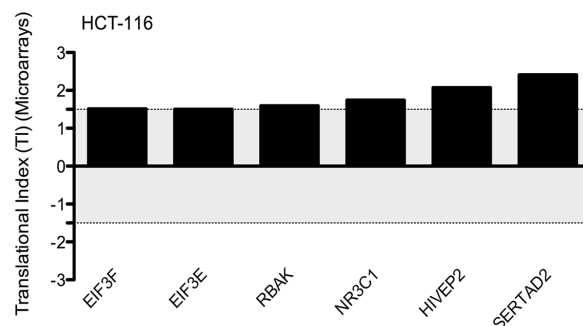**B**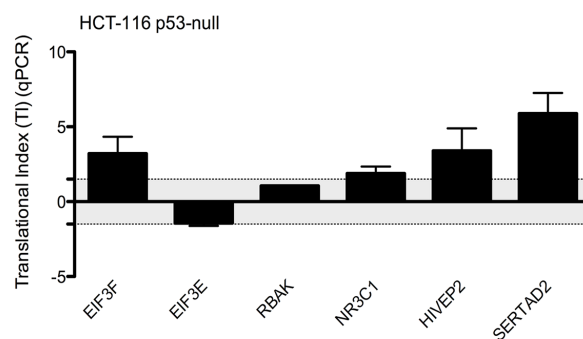**C**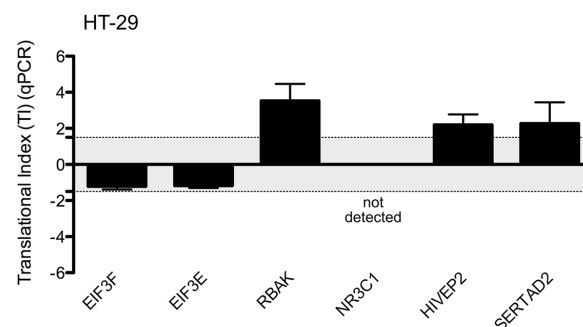

Supplementary Figure 8: Translational regulation of mir-155 target genes in response to 5-FU exposure. Translational index of 6 target genes of mir-155 were determined in response to 10 μ M of 5-FU for 24 hrs in HCT-116 using microarrays (**A**), in HCT-116 p53-null (**B**) and HT-29 (**C**) using RT-qPCR. Except for two genes out of six in HCT-116 p53-null cells and for two genes out of five in HT-29 cells, mir-155 target genes were translationally up-regulated in the three cell lines in response to 5-FU exposure. Graphs present means and SD of at least three independent experiments.

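On the HCT-116 arrays, 5 of the 6 genes of panel A (EIF3E, RBAK, NR3C1, HIVEP2 and SERTAD2) had a probe set of their own past the filter, and all had a positive TI. SERTAD2 had the highest of them, with a TI of 4.20 in replicate 2 and 1.30 in replicate 3. Its intensity was 1588 ± 305 in NP and 1127 ± 643 in P of non-treated cells and 956 ± 67.3 and 1466 ± 148 in 5-FU cells (SD, n = 2). EIF3E had a TI of 1.48 in replicate 2 and 1.15 in replicate 3, and NR3C1 one of 2.52 and 1.24. Without non-treated NP replicate 2 the TI of EIF3E was -1.03 and that of RBAK was -1.08. None passed the p threshold in limma with all arrays. HIVEP2 and SERTAD2 passed after quantile normalization and after either centring. Panels B and C were measured by RT-qPCR in other cell lines and are not part of the arrays.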

Supplementary Table 1: Distribution of genes significantly deregulated at translational level ($P < 0.05$) in response to 10 μ M 5-FU in HCT-116 cells depending on the cut-off applied.

Cut-off	1.3	1.5	2.0
Total gene deregulated	798	313	26
Down regulation n (%)	167 (21%)	29 (9%)	1 (4%)
Up regulation n (%)	631 (79%)	284 (91%)	25 (96%)

Supplementary Table 2: List of translationally deregulated genes in response to 10 μ M 5-FU in HCT-116 cells ($P < 0.05$ and minimum cut-off = 1.3).

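The table lists each gene with its TI and a p-value, and 147 of the p-values are printed as 0. A paired test on the 2 TI values of a gene gave no p as small as 486 of them for any gene tested here, and what the paper's test paired is not settled. Of its 798 genes, 582 had a probe set that carries their symbol alone, and 513 of these lay past the filter on dim probe sets. Of the genes tested here, 174 have a published TI of at least 1.5, and 170 of these had a positive TI (median 1.51, against a median of 1.66 of the published values of the same genes). Of the 11 with a published TI of -1.5 or lower, 10 had a negative TI (median -1.67, against a published median of -1.61). The published list was made on these samples and is not independent evidence. Both thresholds of limma were passed by 17 and 6 of these genes. Together these are 23, and the number was 3 without 5-FU NP replicate 3, 5 without 5-FU P replicate 3, 10 without non-treated P replicate 2, 11 without 5-FU NP replicate 2, 12 without non-treated NP replicate 2, 63 without non-treated P replicate 3 and 102 without non-treated NP replicate 3.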

See Supplementary File 1

Supplementary Table 3: Gene ontology analysis of list of translationally deregulated genes in response to 10 μ M 5-FU in HCT-116 cells using the three data sets.

See Supplementary File 2

Supplementary Table 4: Enrichment of mir-155 target genes in translationally up-regulated genes in response to 10 μ M 5-FU in HCT-116 cells.

	All gene detected in microarrays	Cut off 1.5		
		All	Up	Down
Number of genes	14,727	313	284	29
Number of mir-155 target genes (%)	642 (4.4%)	19 (6.1%)	19 (6.7%)	0 (0.0%)
Number of other genes (%)	14,085 (95.6%)	294 (93.9%)	265 (93.3%)	29 (100%)
<i>P</i> -value [#]		0.10716	**0.0389** *	0.3088

[#]Two-tailed *P*-value of Chi-square test (df=1)

Supplementary Table 5: Gene ontology analysis of list of translationally deregulated genes in response to 10 μ M 5-FU in HCT-116 cells that are mir-155 target genes ($P < 0.05$ and cut-off = 1.5, n = 19).

Category	Term	Gene number	% gene	Fold Enrichment	p-value	Log (p-value)	Genes
**Cluster 1 – Enrichment Score: 1.533**							
GOTERM_BP_FAT	GO:0006355-regulation of transcription, DNA-dependent	6	31.579	3.270	0.020	-1.701	RBAK, MECP2, HIVEP2, NR3C1, ZKSCAN5, SERTAD2
GOTERM_BP_FAT	GO:0051252-regulation of RNA metabolic process	6	31.579	3.198	0.022	-1.661	RBAK, MECP2, HIVEP2, NR3C1, ZKSCAN5, SERTAD2
SP_PIR_KEYWORDS	transcription regulation	6	31.579	2.998	0.034	-1.464	RBAK, MECP2, HIVEP2, NR3C1, ZKSCAN5, SERTAD2
SP_PIR_KEYWORDS	transcription	6	31.579	2.933	0.037	-1.428	RBAK, MECP2, HIVEP2, NR3C1, ZKSCAN5, SERTAD2
GOTERM_BP_FAT	GO:0006350-transcription	6	31.579	2.760	0.039	-1.409	RBAK, MECP2, HIVEP2, NR3C1, ZKSCAN5, SERTAD2

Supplementary Table 6: Sequences of oligonucleotides used in the study.

Gene symbol	Primer	Sequence 5' → 3'
ASF1B	F	CGGTTTCGAGATCAGCTTCG
	R	CAAATTCCTCACTCTCAGCC
CHMP5	F	CCAACAGTCATTCAACATGG
	R	TCTGGTCGATCTTCACTTGC
EIF3E	F	CGTCGGCAGGTTCTAAAAGA
	R	GAGCCCCATCAAAGTCAAAG
EIF3F	F	CACTCAGTGGAGGTCACCAA
	R	GCAAATTCCATGTCAACAGC
FRK	F	GTGAGCCACTACACCAAGAC
	R	GGAGTTGCGGTCTATCTCCC
GAPDH	F	AGCCACATCGCTCAGACAC
	R	GCCCAATACGACCAAATCC
HIVEP2	F	GGGAGTCTCAATGACATCGG
	R	CATCTGATTCCTCAGCATCG
KLF4	F	ACCCACACAGGTGAGAAACC
	F	CCCCGTGTGTTTACGGTAGT
IL18	F	CTGCAGTCTACACAGCTTCG
	R	GTCTTCTACTGGTTCAGCAG
L3MBTL3	F	GACACAGATGATCACCGGG
	R	TGAACACCAGCCTACAGGG
LMNB1	F	TTGTCAGAGCCTTACTGAGG
	R	CTTATACAGCCTCACTTGGG
NR3C1	F	ATGCCGCTATCGAAAATGTC
	R	TAGTGGCCTGCTGAATTCCT
RBAK	F	TGGGAGGTGAATTTCCATGT
	R	AGCAGCTTGCCTTGAATGTT
RPL13	F	GGTGGCCAGTTTCAGTTCTT
	R	AACAAGTCCACGGAGTCCC
SERTAD2	F	CCTCCTGATGCGTTAGTTCC
	R	ACAGGGAGACACGATTTTGC
SRP68	F	AAAGCCGTGAAGCATGCAG
	R	GAGAGGTAAGCTGTGTAAGC
STIP1	F	AGAGCAGCTACGAAACAAGC
	R	GTGTTGCAATCTCTTCCTCC
TAF1B	F	AAGGCTGGGATTGGTATGTG
	R	TGCTCTTCTGAAGGTAGCGC
TBCD	F	TTTCCTGAGTACACGCAGC
	R	AGCCAACCTCTCGGATGACC

How the deposited data were processed for this re-analysis (not part of the article)

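The samples are HCT-116 cells treated with 0 or 10 μM 5-FU for 24 hrs, an NP and a P fraction from each culture, in 2 independent experiments numbered 2 and 3 in the labels, 1 array per fraction and 8 arrays in all. No sample was left out and no column of values was left unused. The authors deposited intensities on a linear scale, 1 per gene-level probe set and array. According to the methods, probes were background-corrected with antigenomic probes and quantile normalized, limited to exons of full-length cDNAs, and filtered for cross-hybridization and detection, and a gene's value was the median of its constitutive exonic probes. The submitters' processing notes name Affymetrix Power Tools, RMA and hg18, with no versions. The deposited intensities have array medians from 118.7 to 171.3 and hold between 199 and 529 values under 1 on each array, so neither a common distribution of the summarised values nor the detection filter is visible in them, and how they were summarised is not settled. Probe-level values, and with them the detection call, the antigenomic background and a test on probes, were not used here.

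Gene names are the symbols of the platform annotation, which can be old; 0 symbols were updated. The probe sets give 14232 genes with a probe set of 1 symbol. A gene's brightest probe set by the mean over all arrays was used, which matters for 100 genes, 31 of which have probe sets that differ in the sign of the TI. Genes whose only probe sets carry several symbols were not analysed here. Log2 intensities were used with no pseudocount. The filter removed the 7337 probe sets with a mean log2 under 6.19 and left 10531 genes. A gene is kept by its mean over all arrays, so a single group can lie under the filter, as for ZNF618, ZNF750, KIAA1549L, OR4D5, IFNAR1, TIGAR, MAP3K13, ZSCAN20, ZBTB32, ZBTB34, LCMT2, EDEM3, DEGS1, AMER1, PDGFRB, TP53I3 and CEACAM1, and the size of their changes is then not exact.

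The model was fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes; 3 residual degrees of freedom, prior 3.77), with 4 group means and the experiment as a block, so that all arrays share 1 estimate of the spread. The TI was called at a size of at least 1.5 and an unadjusted p under 0.05, the thresholds of the paper, and the other comparisons (P against NP in each condition, 5-FU against non-treated in each fraction) at a Benjamini-Hochberg adjusted p under 0.05 and a fold of at least 1.5. Gene lists were tested with camera at a preset correlation of 0.01, adjusted over the 22 lists with at least 5 tested genes, of 27 fixed. Camera with an estimated correlation, fry and a rank-based camera were run beside it; camera tests a list against the other genes, and fry tests it against no change. None of the lists called for the TI or for 5-FU in a fraction kept an adjusted p under 0.05 with an estimated correlation. The lowest adjusted p of that camera test was 0.459, over all lists and comparisons tested. Even the p53 targets, all 24 positive in P, were at 0.59. With 3 residual degrees of freedom this test could hardly pass, so not passing it says little about a list either way. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

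The lists are cytosolic ribosomal proteins, initiation and elongation factors, mitochondrial ribosomal proteins, ZNF genes, other C2H2 families, TRIM genes, replication-dependent histones, proteasome, chaperonin CCT, respiratory chain, DNA replication, nucleotide synthesis, mitosis, p53 targets, integrated stress response, immediate early genes, interferon-stimulated genes, cholesterol synthesis, aminoacyl-tRNA synthetases, ribosome biogenesis, miR-155 targets and colon epithelial markers. Those with under 5 tested genes are immune cell markers (3), fibroblast markers (2), snoRNA host genes and nuclear non-coding RNAs (1), mitochondrially encoded mRNAs (0) and small nucleolar and nuclear RNAs (0). Genes are named by a fixed rule: for each comparison, the 10 largest rises and the 10 largest falls past the thresholds with the same sign in both experiments, every gene the paper names in its text, Table 1, Figures 3, 4 and 6G and Supplementary Figure 8, whose published values had been seen, and up to 4 members of a list, the 2 with the smallest p in each direction. Beyond this rule, genes of the clusters of Supplementary Table 3 and members of a list that passed the thresholds were named after their values were seen.

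The block takes the replicate numbers as the independent experiments; the methods name a paired test and not what was paired. To check the pairing, the deviations of same-numbered arrays from their group means were correlated across genes. They correlated at 0.764 between 5-FU NP and 5-FU P, and at 0.0507 between non-treated NP and non-treated P. Across treatments, 5-FU NP correlated at 0.207 with non-treated NP and 0.0226 with non-treated P. For 5-FU P these values were 0.0809 and 0.0163. The check thus shows little that 5-FU and non-treated arrays of a number share. The block rests on the labels, and without it the TI calls were 73 and not 137.

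The fit was tested on simulated data. Each gene had the mean of its real groups in all groups, with independent noise of its own spread. A known TI was set for 200 genes, and a list of 40 other genes was shifted by -0.4 on the log2 scale. Of the genes changed 1.5-fold, 37.3% were called in the right direction, of those changed 2-fold 70.2%, and of those changed 3-fold 92.4%. The alternatives were the fit without the block, the culture as the unit, no filter or the brighter probe sets alone, quantile normalization, 2 kinds of centring, a trended and robust variance, the mean of a gene's probe sets, each array left out, the methods' t-test, other cut-offs, means of linear intensities, and the other list tests. For arrays, depth is set by their number: 2 per group.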

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

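The lists named below were compared because the paper does not discuss them or because the effect of 5-FU differs between fractions. The tests of a narrowing, of shared array differences and of array brightness were chosen only after the results were seen, and the other tests were set beforehand. P values of lists are from camera at its preset correlation.

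In camera, the TI of some lists outside those of the paper was shifted against that of other genes. In fry, which tests a list against no change, these lists did not pass for the TI (adjusted p = 0.858 for each). Of 24 mitosis genes, 23 had a negative TI (median log2 -0.46, adjusted p = 1.75e-08, and adjusted p = 0.729 with an estimated correlation), and PRC1, a spindle midzone protein (TI -1.86), CCNB1, cyclin B1 (TI -1.70), and ZWINT, a kinetochore protein (TI -1.60), passed both thresholds (0 adjusted over the list alone). The aminoacyl-tRNA synthetases (adjusted p = 0.00825), 54 respiratory chain subunits (19 positive, 35 negative, adjusted p = 0.02) and 27 proteasome subunits (8 positive, 19 negative, adjusted p = 0.0241) lay lower as well, each with an adjusted p = 0.729 with an estimated correlation. With no filter on dim genes the respiratory chain was at 0.232, the proteasome at 0.148 and nucleotide synthesis at 0.148, and with the culture as the unit nucleotide synthesis was at 0.0584; the other lists with a lower TI kept an adjusted p under 0.05. SDHA, of the respiratory chain, passed both thresholds with a TI of -1.68. The respiratory chain was at 0.122 without 5-FU NP replicate 3, 0.173 without 5-FU P replicate 2, 0.0647 without non-treated NP replicate 2, 0.11 without non-treated NP replicate 3 and 0.381 without non-treated P replicate 2. The proteasome was at 0.26 without 5-FU NP replicate 3, 0.737 without 5-FU P replicate 2, 0.302 without non-treated NP replicate 3 and 0.867 without non-treated P replicate 2. The synthetases were at 0.545 without 5-FU P replicate 2, 0.126 without non-treated NP replicate 3 and 0.313 without non-treated P replicate 2.

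In P, 5-FU against non-treated cells, which the paper does not report for these lists, 20 of 24 p53 targets rose (24 adjusted over the list alone; median log2 1.99, adjusted p = 1.05e-14), and 12 of 40 replication-dependent histone genes fell (21 adjusted over the list alone; median -0.84, adjusted p = 3.75e-14). Each had an adjusted p = 0.59 with an estimated correlation. The p53 targets passed in fry (adjusted p = 0.0379), which tests a list against no change and not against other genes, whose median was 0.14. Of 24 mitosis genes 4 fell (7 adjusted over the list alone; adjusted p = 1.49e-08), 34 of 218 ZNF genes rose (63 up and 1 down adjusted over the list alone; adjusted p = 3.46e-05), 4 of 18 aminoacyl-tRNA synthetases fell (5 adjusted over the list alone; adjusted p = 0.00476), 1 of 27 proteasome genes rose (1 adjusted over the list alone; adjusted p = 0.00503), 3 of 65 mitochondrial ribosomal protein genes rose (9 adjusted over the list alone; adjusted p = 0.00645), 2 of 13 cholesterol synthesis genes fell (4 adjusted over the list alone; adjusted p = 0.0176), 2 of 9 interferon-stimulated genes rose (6 adjusted over the list alone; adjusted p = 0.0251) and 2 of 54 respiratory chain genes rose (0 adjusted over the list alone; adjusted p = 0.0251). With an estimated correlation the ZNF genes had an adjusted p = 0.663 and the others an adjusted p = 0.59. The call of the respiratory chain ended in all 3 rescalings, with an adjusted p of 0.196 after quantile normalization.

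In NP, 16 of 24 p53 targets rose (24 adjusted over the list alone; median 1.52, adjusted p = 4.15e-18, and adjusted p = 0.478 with an estimated correlation) and 7 of 40 histone genes fell (16 adjusted over the list alone; median -0.72, adjusted p = 9.88e-19, and adjusted p = 0.486 with an estimated correlation). Higher as lists were proteasome (3 of 27 rose, 10 adjusted over the list alone; adjusted p = 9.48e-06), mitochondrial ribosomal protein (4 of 65 rose, 16 adjusted over the list alone; adjusted p = 5.29e-05), respiratory chain (4 of 54 rose, 16 adjusted over the list alone; adjusted p = 5.29e-05), ZNF (11 rose and 1 fell of 218, 17 up and 1 down adjusted over the list alone; adjusted p = 0.00978), ribosome biogenesis (0 of 36 past limma's thresholds, 0 adjusted over the list alone; adjusted p = 0.0158), DNA replication (1 of 40 rose, 9 adjusted over the list alone; adjusted p = 0.023) and interferon-stimulated genes (1 of 9 rose, 2 adjusted over the list alone; adjusted p = 0.0299). Lower as lists were immediate early genes (1 rose and 2 fell of 15, 1 up and 4 down adjusted over the list alone; adjusted p = 0.00375), mitosis (0 of 24, 1 up and 3 down adjusted over the list alone; adjusted p = 0.00867) and cholesterol synthesis (0 of 13, 1 down adjusted over the list alone; adjusted p = 0.0094). Against no change, which fry tests and which is not a difference from other genes, the p53 targets (adjusted p = 0.0343) and the respiratory chain (adjusted p = 0.0347) passed, and the median of all genes was itself 0.11. With an estimated correlation the adjusted p was 0.478 for immediate early genes, 0.486 for proteasome, mitochondrial ribosomal protein, respiratory chain, cholesterol and interferon lists, 0.664 for mitosis and DNA replication, and 0.798 for ZNF and ribosome biogenesis. The ribosome biogenesis list was at 0.393 without 5-FU NP replicate 3 and 0.569 without non-treated NP replicate 3, and the ZNF list at 0.206 without non-treated NP replicate 3. DNA replication was at 0.0732 without 5-FU NP replicate 2 and 0.223 without non-treated NP replicate 2, and the interferon-stimulated genes at 0.0884 and 0.152.

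The TI of DNA replication and mitosis genes lay low and that of cytosolic ribosomal protein genes high in both experiments. A narrowing of P over NP ratios in 5-FU cells, the same for all genes at a given ratio, would give genes outside the lists with the same ratio the same TI. The 64 DNA replication and mitosis genes differed in TI from such genes by a median of -0.341 (replicate 2) and -0.4639 (replicate 3) when matched on the other experiment's ratio. Those matched genes had a median log2 TI of 0.1676 and -0.1382, near the 0.1754 and -0.131 of all genes, so this matching corrected for little. Matched on the same experiment's ratio, which is biased towards a narrowing, the difference was -0.1303 (standard error 0.04, genes taken as independent) and -0.3613. With genes taken as independent, these values argue against a narrowing as the only source of the low TI. Differences between arrays that the genes of a list share may still contribute: with an estimated correlation the adjusted p of the DNA replication list was 0.642, which this design leaves open. A response of these genes to 5-FU itself is a possible biological explanation, which was not tested separately and stays a hypothesis.

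Among the genes past both thresholds, the share with a positive TI, 41.6%, could depend on the overall brightness that the deposited arrays keep. Rescaling the arrays moved it by up to 13.95 points, to 55.6% after centring on the median, where 115 were positive and 92 negative. After centring on the median of the brighter genes 61 were positive and 158 negative, so that the negative ones rose in number and the positive ones did not fall. Neither excess is settled by these values. A biological excess of one direction was not tested separately.

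The TI of the 2 experiments correlated at 0.0744 across genes. The non-treated arrays, whose NP pair holds the dimmest one, may account for much of this: 74.11% of the variance between the experiments' TI came from the non-treated P over NP ratios. Noise of dim genes remains possible: in the brightest genes the correlation was 0.1106, and in the dimmest 0.0241, a value between the bounds set for that test. No biological explanation was tested.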

How the results depend on the processing

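All 8 arrays, each left out in turn, and the alternatives set beforehand were run. Tests chosen after the results were seen are not among them. The TI of single genes kept its side of the threshold in 1269 of the runs, became weaker in 104 and stronger in 103, and 0 past the threshold reversed. In 18 of the 1269, for 12 genes not past the threshold, the sign turned: DEGS1, EIF3E, FRK, RBAK, TAF1B, TIGAR, TRMT13, WARS2, ZBTB5, ZNF277, ZNF460 and ZNF614 without non-treated NP replicate 2, DEGS1 and TIGAR also without non-treated P replicate 2, WARS2 and ZBTB5 without 5-FU P replicate 3, ZBTB5 without 5-FU NP replicate 2 and TIGAR after quantile normalization; for genes in other comparisons 765 kept direction and side, 186 became weaker and 0 reversed. Of TI list results for the lists the paper does not discuss 242 kept their side (14 with the direction turned), 37 became weaker, 17 stronger and 4 reversed; of lists of 5-FU effects 743 (37 turned), 71 and 22, with 0 reversed. The cause was not tested. With no genome among the references used here, the miR-155 site test and its 2 alternatives were not run. The 2 arrays per group are the limit on precision.

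Without the replicate block, TI calls numbered 73 (38 up, 35 down; also at 1.3), P against NP 598 genes in non-treated cells and 0 in 5-FU cells (2721 at an unadjusted p under 0.05 in limma), and 5-FU effects 416 in P and 121 in NP; of the TI lists, the block's absence moved only nucleotide synthesis past 0.05 (0.212). With the culture as the unit, 233 genes passed at 1.3 and miR-155 targets were at 0.051. With no filter on dim genes there were 278 TI calls (101 up, 177 down), 285 at 1.3 and 115 at 2.0, and 1166, 711, 226 and 63 genes for P against NP in non-treated and 5-FU cells and 5-FU in P and NP. With only the brighter probe sets there were 87 TI calls, 88 at 1.3, and TRIM genes were at 0.0518. After quantile normalization 5-FU changed 934 genes in NP, 46 genes passed a TI of 2.0, TRIM genes were at 0.0948 and the log2 TI of HIVEP2 passed at 0.9988. With each array centred on its median there were 207 TI calls (115 up, 92 down), 1620 genes in P, 970 in NP, and HIVEP2 passed at 1.1206. With centring on the median of the brighter genes there were 219 TI calls (also at 1.3), 51 at 2.0, 1766 genes in P (860 up, 906 down), 922 in NP, and HIVEP2 passed at 1.0352. Among genes past the filter, replicate correlations were 0.9388 in 5-FU NP, 0.9377 in 5-FU P, 0.9221 in non-treated NP and 0.9711 in non-treated P.

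The methods' t-test gave 44 TI calls (533 genes at its threshold with no cut-off) and 0 after Benjamini-Hochberg; a cut-off of 2.0 gave 30. In limma, an adjusted p under 0.05 with or without the cut-off, or under 0.10, gave 0. With an estimated correlation 0 lists passed: ribosomal proteins and DNA replication were at 0.642, and miR-155 targets, other C2H2 families, TRIM and ZNF genes at 0.729. With fry, which tests a list against no change, 0 TI lists passed, and all 6 were at 0.858; p53 targets in both fractions and, in NP, the respiratory chain and colon markers (0.0343) did pass for 5-FU. Camera on the data as deposited passed 11.

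All-gene medians moved by -0.1363, -0.1802, -0.1853 and -0.1336 (P against NP in non-treated and 5-FU cells, 5-FU in P and NP) after quantile normalization, by -0.1187, -0.1243, -0.1204 and -0.1148 after centring on the median, and by -0.211, -0.302, -0.2909 and -0.1999 after centring on the brighter genes. The share higher with 5-FU, 88.7% in P and 91.2% in NP, became 66.6% and 69.1%, 75.7% and 73.3%, and 48.7% and 62.3%, so changes are relative to these shifts.

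Leaving out 1 array, or 1 experiment for the published list, TI calls ranged from 32 (without 5-FU NP replicate 3) to 992 (without non-treated NP replicate 3), at 1.3 likewise from 32 to 992, and at 2.0 from 23 to 358. P against NP ranged from 0 (without non-treated P replicate 2) to 2118 in non-treated and from 0 (without any 1 of the 5-FU arrays, 1902 to 2577 at an unadjusted p under 0.05) to 2567 in 5-FU cells. 5-FU effects ranged from 3 (without 5-FU P replicate 3) to 2099 in P and from 1 (without a 5-FU NP array) to 1779 in NP. Adjusted p ranged from 0.00286 to 0.568 for miR-155 targets, 1.28e-04 to 0.189 for other C2H2 families, 0.00195 to 0.316 for TRIM and 1.32e-06 to 0.931 for ZNF genes, and 0.0357 to 0.988 for initiation and elongation factors. Between 7 and 12 lists passed. The log2 TI of HIVEP2 ranged from 0.6442 to 1.6083, the published list's share of the same sign from 84.6 to 98.25%, and its Spearman correlation from 0.4859 (replicate 3 alone) to 0.7641 (replicate 2 alone).

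The list of replication-dependent histones, TI, ranged from 5.06e-05 to 0.91; its direction reversed without 5-FU polysomal replicate 2 (0.0376) and without NT polysomal replicate 2 (0.00317). The list of ribosome biogenesis, TI, ranged from 5.06e-05 to 0.122 and reversed without 5-FU polysomal replicate 2 (0.0146) and without NT polysomal replicate 2 (0.0105).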

Differences from the paper's values

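The paper reports 313 genes at a TI of 1.5 and P < 0.05, and 137 passed here. The p here is from limma, and what the paper's test paired is not settled. Of its genes at this cut-off, 174 up-regulated and 11 down-regulated ones were tested here. The counts below are therefore not of the same test and genes. Of the alternatives with all arrays, 278 with no filter and 219 with centring on the median of the brighter genes lay within 1.5 times the paper's number. The paper's 284 up-regulated genes stand against 57, which no alternative brought within 1.5 times: it was 858 without non-treated NP replicate 3 and 693 without non-treated P replicate 3, above the paper's number, and between 16 and 115 otherwise. The paper's 29 down-regulated genes stand against 80; it was within 1.5 times without the block (35), with the brighter probe sets alone (43), and without 5-FU NP replicate 2 (37) or 5-FU P replicate 3 (24). The paper counts 91% of its genes as up-regulated, and 41.6% of those passing here had a positive TI. Of the alternatives with all arrays, only the methods' t-test, at 61.4%, came within 1.5 times.

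At a TI of 1.3 the paper has 798 genes and here 144 passed (992 without non-treated NP replicate 3, 755 without non-treated P replicate 3). Its 631 up-regulated genes stand against 60 (858 and 693 without the same arrays), and its 167 down-regulated genes against 84 (124 with the culture as the unit, 181 with no filter, 158 with centring on the brighter genes, 134 without non-treated NP replicate 3, 160 without non-treated P replicate 2). The paper's share up, 79%, stands against 41.7% (55.6% centred on the median, 86.5% and 91.8% without the first 2 arrays named). At a TI of 2.0 the paper's 25 up-regulated genes stand against 16 (18 with the culture as the unit, 26 quantile normalized, 27 centred on the median, 19 centred on the brighter genes, 32 without 5-FU NP replicate 2 or 5-FU P replicate 2), its 1 down-regulated gene against 14, which no alternative reached, and its share of 96% up against 53.3% (64.3% centred on the median, 91.1% without non-treated NP replicate 3, 94.6% without non-treated P replicate 3). The paper's lowest TI is -2.5, and here it was -3.77 (-2.69 with the brighter probe sets alone, -3.43 quantile normalized, -3.02 without 5-FU P replicate 3). The -3.77 belongs to KIAA1549L, which is dim in 5-FU P, so its size is not exact.

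A single gene counts as different where the sign differs or the log2 TI differs by more than the SD between the 2 experiments here. Genes whose experiments disagree, as SERTAD2 (SD 1.195) and KLF7 (SD 1.093), can therefore hardly count as different. The paper gives AMER1 a TI of 2.128, and here it was 1.68. It was 1.94 without 5-FU NP replicate 3 and 2.40 without 5-FU P replicate 2. Without non-treated NP replicate 3 it was 2.21, and without non-treated P replicate 2 it was 2.10. GPX2 has 2.064 in the paper and 1.47 here, and no alternative came within that SD. H2AC17 has 2.216 in the paper and 2.82 here (2.65 centred on the brighter genes, 2.49 without 5-FU NP replicate 2, 2.46 without 5-FU P replicate 3, 2.26 without non-treated NP replicate 2). KRT80 has 1.645 in the paper and -1.33 here, and every alternative differed from it. TIGAR has 2.105 in the paper and 1.12 here (1.21 without 5-FU NP replicate 3 or 5-FU P replicate 2, 1.59 without non-treated NP replicate 3, 1.36 without non-treated P replicate 3).

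The paper reports stimulation as the main direction, and 57 genes rose and 80 fell in TI here. The cut-off values were the same, and the test and the set of genes were not. With no p threshold, 413 rose and 239 fell by a TI of at least 1.5 in size. Of the paper's own listed genes 98.05% had the listed sign. HIVEP2, which the paper calls, was not called here. It was called after quantile normalization or either centring. The zinc finger genes and ribosomal protein genes lay above and the DNA replication genes below the other genes, the directions the paper states; with an estimated correlation these lists had adjusted p = 0.729, 0.642 and 0.642, and the ZNF list was at 0.931 without non-treated NP replicate 2. Of 185 published genes of TI at least 1.5 in size, 23 were called here, 13 without the block, 38 with the culture as the unit, 24 of 211 with no filter, 21 of 146 with the brighter probe sets, 30 quantile normalized, 48 centred on the median, 28 centred on the brighter genes, 22 with a trended variance, 23 with the mean of a gene's probe sets, 102 without non-treated NP replicate 3, 63 without non-treated P replicate 3, 25 without 5-FU P replicate 2, 12 without non-treated NP replicate 2, 11 without 5-FU NP replicate 2, 10 without non-treated P replicate 2, 5 without 5-FU P replicate 3 and 3 without 5-FU NP replicate 3. Of Table 1, the culture as the unit also called AMER1. Of Figure 4A, L3MBTL3 was called with the culture as the unit, with centring on the brighter genes and without non-treated NP replicate 2, and FRK, IL18 and TAF1B without non-treated NP replicate 3. Of Figure 6G, GNPNAT1 and SERTAD2 were called after either centring, and EDEM3, EIF3E, NR3C1, RBAK and ZKSCAN5 without non-treated NP replicate 3.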

Other observations

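The first test below, of the chance values of the non-treated arrays, was set after its result was seen; it was first meant for the list shifts. Apart from HIVEP2, which the paper measures in polysomes by RT-qPCR, the effect of 5-FU within each fraction was looked at here without a claim of the paper behind it. In P, 676 genes rose and 86 fell, and in NP 289 rose and 28 fell, at an adjusted p under 0.05 from limma and a fold of at least 1.5. With centring on the median of the brighter genes 860 rose and 906 fell in P, which ends the excess of rises there, and 574 rose and 348 fell in NP. Leaving out 1 array took the number down to 3 in P (without 5-FU P replicate 3) and 1 in NP (without a 5-FU NP array). TP53I3, a p53-induced oxidoreductase, rose by 4.43 in P (adjusted p = 0.00228) and by 4.46 in NP (adjusted p = 0.00378) on the log2 scale, from 58.5 in NP and 94.5 in P of non-treated cells to 1222 and 2039 with 5-FU. The death receptor gene FAS rose by 3.30 and 3.35 (adjusted p = 0.00456 and 0.00564), and PHLDA3, an inhibitor of Akt, by 2.45 and 1.83 (adjusted p = 0.0036 and 0.00864). The TI of PHLDA3 (1.54) and of the cell surface protein gene NINJ1 (1.79) passed both thresholds, and the list of 24 p53 targets did not (median log2 TI 0.09, adjusted p = 0.274). CEACAM1, a cell adhesion molecule, rose by 3.41 in P and 4.47 in NP and had a TI of -2.09; its non-treated intensities, 52.1 and 62.8, and that of TP53I3 in NP lie under the filter intensity of 73.0, so the sizes are not exact. Up in both were 243 genes and down in both 22, and 0 went in opposite directions. P and NP of a replicate come from the same culture, so these are not independent, and no chance count is given.

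The replication-dependent histone H2BC14 fell by 2.28 in P (adjusted p = 0.0118) and by 2.29 in NP (adjusted p = 0.0159), and H2AC15 by 1.89 and 2.24 (adjusted p = 0.0067 and 0.00463); near-identical copies share sequence, and these probe sets are not resolved further here. The mitotic genes PLK1, KIF2C and CDC20 fell by 1.28, 1.27 and 1.09 in P (adjusted p = 0.0269, 0.0166 and 0.03). AARS1, CARS1 and GARS1 fell by 0.94, 1.07 and 1.04 in P (adjusted p = 0.0342, 0.0249 and 0.0356). KLF4 fell by 1.27 in NP (adjusted p = 0.0345), DDIT4 by 1.10 in P and 1.21 in NP, and ATF3 rose by 2.01 in P (adjusted p = 0.0325) and 2.04 in NP (adjusted p = 0.0437).

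The other lists had no TI shift past the threshold: integrated stress response (adjusted p = 0.173), immediate early genes (0.375), histones (0.375, with H2AC17 and H2AC25 positive and H3C8 negative past both thresholds), interferon-stimulated genes (0.483), cholesterol synthesis (0.483, LSS at a TI of -1.51), colon epithelial markers (0.519), ribosome biogenesis (0.521, NOB1 at a TI of 2.26) and chaperonin CCT subunits (0.557). For cholesterol and colon markers the median log2 TI was positive (0.04 and 0.07) and the mean negative (-0.05 for both). Of lists too small to test, MALAT1, a nuclear RNA, had a log2 TI of -0.04 (standard error 0.68). The fibroblast genes COL1A1 and PDGFRB had intensities of 130 and 75.6 in non-treated NP, and the immune genes CD14, CD68 and CSF1R had 152, 650 and 113.

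Across all genes, a higher P over NP ratio in non-treated cells went with a lower TI in the same experiment, with slopes of -0.4192 in replicate 2 and -0.2105 in replicate 3. Chance values of the non-treated arrays, which enter both, may give such a relation. Against the ratio of the other experiment the slopes were -0.0133 and -0.0178, which is consistent with chance values as the source of most of it. No biological explanation was tested.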
